# Haspin kinase modulates nuclear architecture and Polycomb-dependent gene silencing

**DOI:** 10.1371/journal.pgen.1008962

**Published:** 2020-08-04

**Authors:** Ujué Fresán, Maria A. Rodríguez-Sánchez, Oscar Reina, Victor G. Corces, M. Lluisa Espinàs

## Abstract

Haspin, a highly conserved kinase in eukaryotes, has been shown to be responsible for phosphorylation of histone H3 at threonine 3 (H3T3ph) during mitosis, in mammals and yeast. Here we report that haspin is the kinase that phosphorylates H3T3 in *Drosophila melanogaster* and it is involved in sister chromatid cohesion during mitosis. Our data reveal that haspin also phosphorylates H3T3 in interphase. H3T3ph localizes in broad silenced domains at heterochromatin and lamin-enriched euchromatic regions. Loss of haspin compromises insulator activity in enhancer-blocking assays and triggers a decrease in nuclear size that is accompanied by changes in nuclear envelope morphology. We show that haspin is a suppressor of position-effect variegation involved in heterochromatin organization. Our results also demonstrate that haspin is necessary for pairing-sensitive silencing and it is required for robust Polycomb-dependent homeotic gene silencing. Haspin associates with the cohesin complex in interphase, mediates Pds5 binding to chromatin and cooperates with Pds5-cohesin to modify Polycomb-dependent homeotic transformations. Therefore, this study uncovers an unanticipated role for haspin kinase in genome organization of interphase cells and demonstrates that haspin is required for homeotic gene regulation.

## Author summary

Haspin is a highly conserved kinase in eukaryotes involved in chromosome organization during mitosis. In this study we demonstrated that haspin is also required to maintain proper chromatin organization during interphase. Our analyses showed that *Drosophila* haspin is necessary for insulator activity, nuclear architecture, heterochromatin organization and pairing-sensitive gene silencing. We further found that haspin modulates Pds5-cohesin association with chromatin and it is required for robust Polycomb-mediated homeotic gene silencing. Overall our findings reveal that haspin kinase is a key element in chromatin organization and thereby regulates gene expression.

## Introduction

Genome organization in the cell nucleus plays an important role in the regulation of gene expression during cellular differentiation and development [1,2]. Insulator or architectural proteins are essential components of the three-dimensional organization of chromatin by mediating long-range interactions between distant sites in the genome. Current results suggest that architectural complexes have two inter-related functions: to organize the genome in domains and to facilitate the interaction between regulatory elements [3,4,5]. Several architectural proteins have been characterized in *Drosophila melanogaster*, including DNA-binding proteins (CTCF, SuHw, BEAF-32, GAGA, DREF, TFIIIC, Z4, Elba, ZIPIC, Ibf1 and Ibf2) that recruit accessory factors (CP190, mod(mdg4), Rad21, Cap-H2, Fs(1)h-L, L(3)mbt and chromator) to mediate chromatin interactions [6]. A small number of architectural proteins have been characterized in mammals, and among them, CTCF and cohesin, have also been shown to support interactions between distant sites in the genome [5].

Long-range gene regulation also involves epigenetic components such as the Polycomb group proteins (PcG) [7,8,9,10,11]. In *Drosophila*, homeotic (Hox) genes, which encode evolutionary conserved master regulators of development, are the most prominent PcG targets. Precise spatiotemporal expression of Hox genes involves an intricate collection of enhancers, promoters, polycomb response elements (PREs) and insulators. It has been demonstrated, both by fluorescent *in situ* hybridization and Chromosome Conformation Capture approaches, that chromatin organization of the *Abdominal-B* (*Abd-B*) locus in the bithorax complex (BX-C) is a critical determinant of the regulation of the expression of the gene. Several reports have shown that insulators and PREs interact with the *Abd-B* promoter in tissues where the gene is not expressed, and Polycomb and the insulator/architectural proteins CTCF and CP190 are required for these interactions [12,13,14,15].

Histone modifications and the enzymes responsible for them are also important players in the regulation of chromatin organization. Haspin, a highly conserved kinase in eukaryotes, is responsible for phosphorylation of histone H3T3 during mitosis [16]. Haspin kinase has been shown to be involved in sister chromatid cohesion [17] and to be necessary to localize the Chromosomal Passenger Complex (CPC) on mitotic chromatin at centromeres to activate Aurora B that regulates kinetochore-microtubule attachments [18,19,20]. In fission yeast and mammalian cells, haspin has been shown to bind the cohesin-associated protein Pds5 at centromeres and to antagonize the cohesin-unloading factor Wapl [21,22,23]. H3T3ph dephosphorylation upon exit from M phase has been shown to be necessary for chromosome decondensation and nuclear envelope reformation [24]. Haspin kinase has been reported to be strongly activated by Cdk1 and Polo-like kinase in mitosis [25,26]. However, haspin contains an atypical protein kinase domain, which is conserved from yeast to humans, that does not require phosphorylation on the activation loop for activity, suggesting that it could be partially active all along the cell cycle. We show here that haspin is necessary for insulator activity, position-effect variegation (PEV) and pairing-sensitive silencing (PSS) modulating nuclear architecture in interphase. We also demonstrate that haspin is required for robust Polycomb-dependent homeotic gene silencing. Altogether our results indicate that *Drosophila* haspin kinase is involved, not only in chromosome organization during mitosis, but also in genome organization in interphase cells playing a functional role in gene regulation.

## Results

### Haspin kinase is necessary for insulator activity

In order to identify new proteins with insulator activity we performed a mutagenesis screen in *Drosophila* by random transposition of a P element. New insertions were analyzed for changes in reporter gene expression in enhancer-blocking assays using a transgenic line that contain the *Fab7* boundary/insulator element of the BX-C between the *white* enhancer and the *mini-white* reporter gene (B7^27.1^, S1 Fig), which blocks promoter activation by the distal enhancer. Any relief of insulator activity should allow communication between enhancer and promoter of the *white* reporter gene increasing eye color. Among all the lines showing a significant relief of enhancer-blocking we further studied line 86 (Fig 1A). The P element insertion in this line was mapped to the first exon in the 5'UTR of the gene *haspin* (S2A Fig). We analyzed *haspin* expression in the homozygous line, and we observed a strong reduction in transcript levels indicating that *haspin*^*86*^ is either a null or a strong hypomorph *haspin* alelle (S2B Fig). By mobilazing the P element in line 86 we obtained line 128 that harbors a partial deletion of the P element, the first and second exons and part of the second intron of the gene *haspin* (S2A Fig), likely rendering the gene non functional. *Haspin*^*128*^ homozygous mutant flies are viable, they show a decrease in adult longevity which is stronger in females than males (S2C Fig), and fertility of both sexes is clearly affected (S2D Fig).

**Fig 1:**
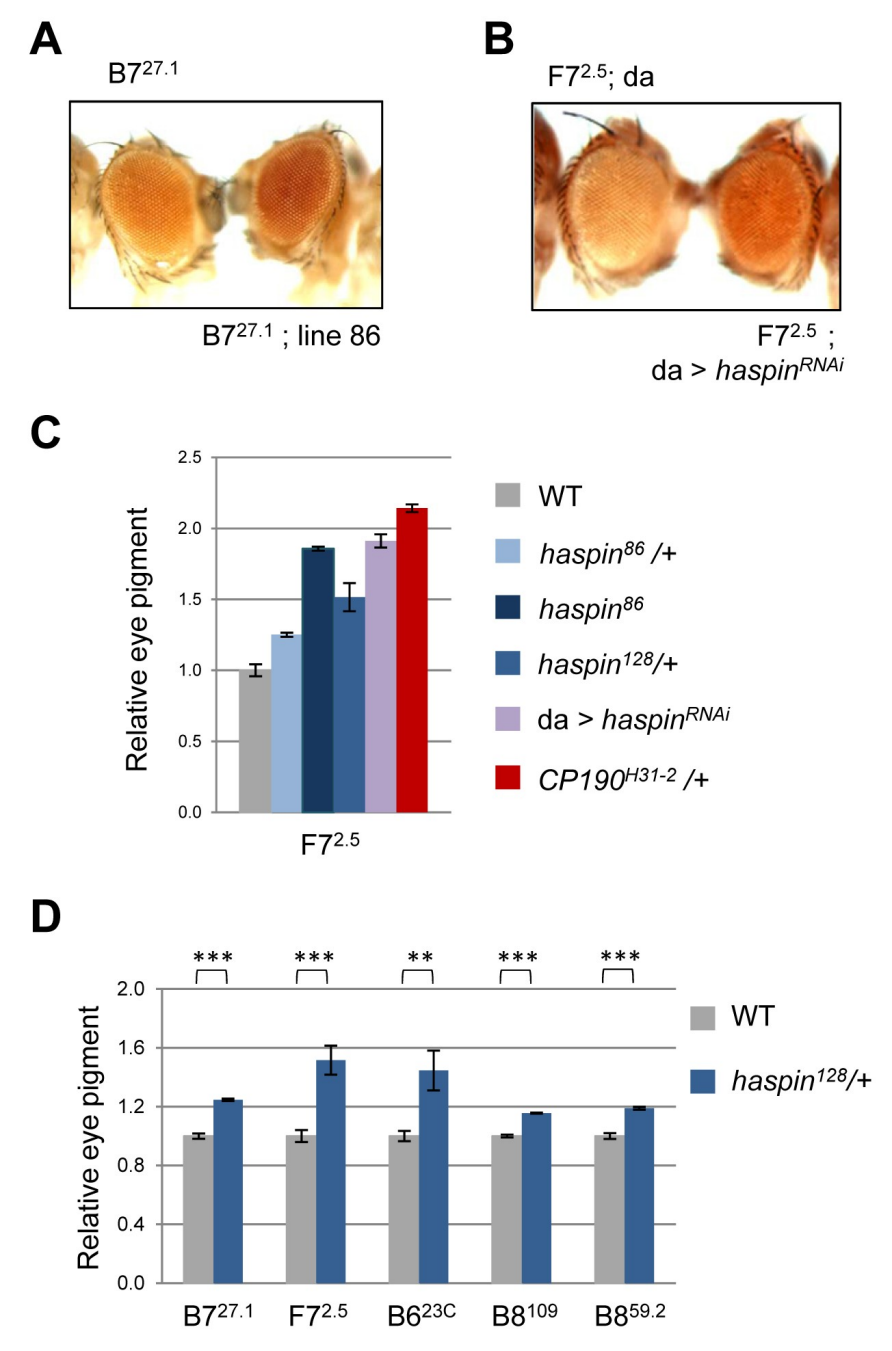
Insulator activity of haspin. A) Eye color of representative flies of enhancer-blocking assays using the transgenic line B7^27.1^ that contains the *Fab7* insulator element in wild-type and heterozygous line 86 background. B) Eye color of representative flies of enhancer-blocking assays using the transgenic line F7^2.5^ that contains the *Fab7* insulator and PRE elements in haspin RNAi mutant background. C) Quantitative analysis of eye pigment in flies with the F7^2.5^ construct and the genotypes indicated. n = 3, significant differences between wild-type and the different mutant backgrounds as determined by Student’s *t*-test (p<0.001). D) Quantitative analysis of eye pigment in flies with constructs containing *Fab6*, *Fab7* and *Fab8* insulator elements (see S1 Fig for details of the constructs) in wild-type and *haspin*^*128*^ heterozygous mutant background (n = 3). Statistical significance (**p<0.01 and ***p<0.001) was determined by Student’s *t*-test.

To establish further the role of haspin in insulator function we performed enhancer-blocking assays with independent mutant backgrounds and different insulator elements. We knocked down haspin levels using the UAS/Gal4 system. Our results show a clear increase in the eye pigmentation of flies with decreased haspin levels using another transgenic line that contains the *Fab7* element of the BX-C (Fig 1B). Indeed, quantitative analyses showed significant relief of *Fab7* enhancer-blocking activity in the different haspin mutant lines, which is similar to the one observed in CP190 insulator protein mutant background (Fig 1C). Moreover, similar effects were obtained using transgenic lines containing either the *Fab6* or *Fab8* insulator elements between the *white* enhancer and the *mini-white* reporter gene (Fig 1D). These results indicate that haspin is necessary for the function of different insulators of the bithorax complex and suggest that haspin could be involved in modulating higher-order chromatin organization of the BX-C.

### *Drosophila* haspin is the kinase responsible for the phosphorylation of histone H3 at Thr3 in mitosis and interphase

Haspin is a highly conserved kinase that has been shown to be responsible for mitotic phosphorylation of histone H3 at threonine 3 at centromeric regions in yeast and mammals [27]. To analyze whether haspin is also performing this function in *Drosophila* we carried out immunostaining assays of spread metaphase chromosomes of *Drosophila* larval brains using antibodies against H3T3ph and the centromere marker Cenp-C. Our results show that H3T3ph is concentrated at the inner centromere between the paired regions of Cenp-C and that H3T3ph signal completely disappears in a *haspin*^*128*^ mutant background (Fig 2A and S3A Fig). These assays were performed in the presence of colcemid which arrest cells in a prolonged prometaphase that leads to the opening of sister chromatid arms to produce X-shaped chromosomes [28]. Our assays show that haspin depletion disrupts connection between sister chromatids at the centromeres (S3A Fig, see differences in connection between chromatids in DNA panels), as previously reported in mammals [17]. Indeed, the inter-kinetochore distance on chromosome spreads prepared from *haspin*^*128*^ mutant brains, which was measured using the centromere marker Cenp-C, was 30% further apart compared to control (S3B Fig). Thus, the mitotic functions of haspin are likely to be conserved in *Drosophila*.

**Fig 2:**
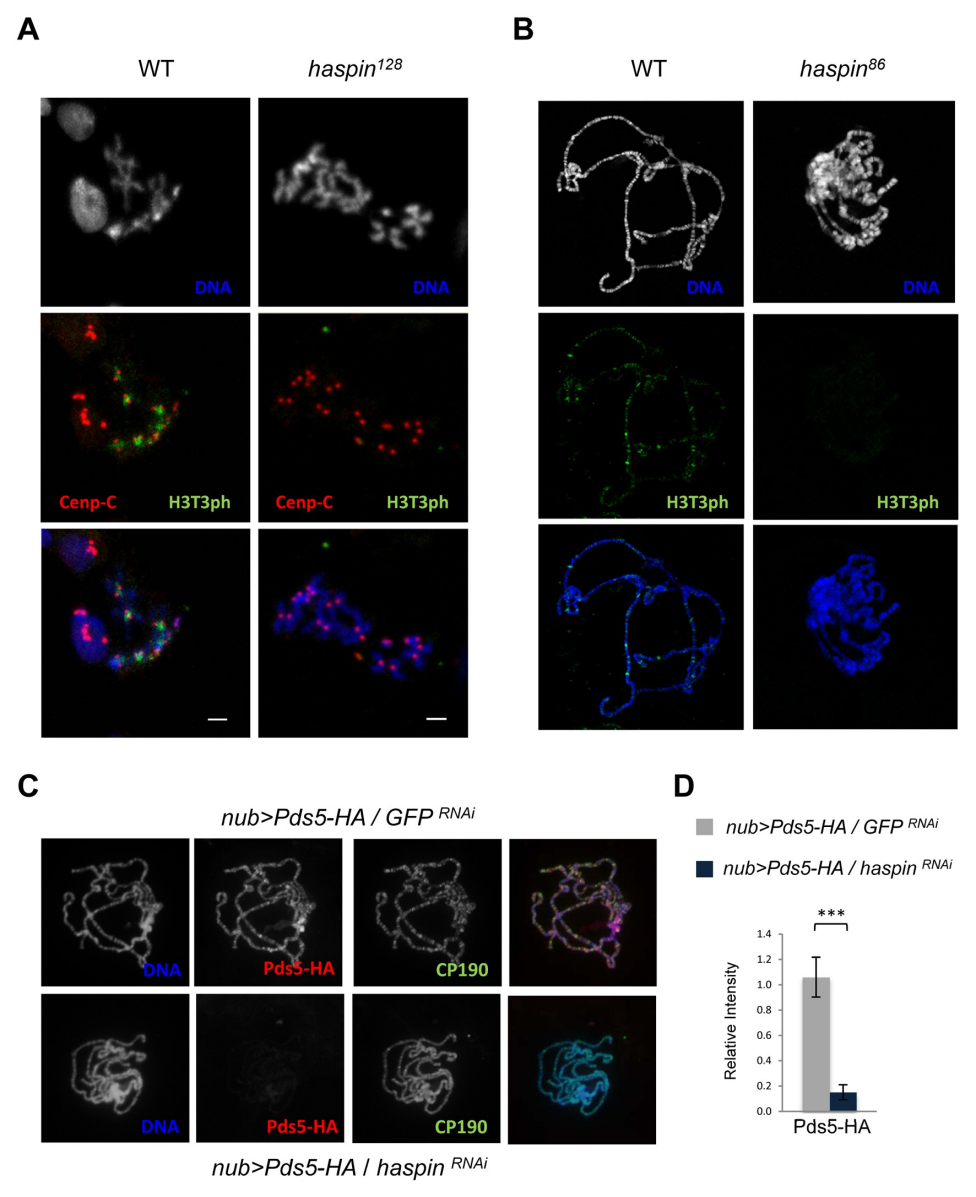
Haspin kinase phosphorylates H3T3 in mitosis and interphase and it is required for chromatin binding of Pds5. A) Immunolocalization of H3T3ph (green) and Cenp-C (red) in mitotic cells of wild-type and *haspin*^*128*^ mutant *Drosophila* larval brains. DNA is stained with DAPI (blue). Scale bars are 2μm. B) Representative polytene chromosome spreads from wild-type and *haspin*^*86*^ mutant salivary glands of third-instar larvae immunostained with antibodies against H3T3ph (green). DNA is stained with DAPI (blue). C) Representative polytene chromosome spreads from salivary glands of third-instar larvae that express Pds5-HA under the control of *nubbin* promoter in GFP (upper panels) or haspin (lower panels) RNAi backgrounds, immunostained with antibodies against HA (red) and CP190 (green). DNA is stained with DAPI (blue). D) Pds5-HA/CP190 immunofluorescence intensity ratio in polytene chromosome spreads from salivary glands of third-instar larvae that express Pds5-HA under the control of *nubbin* promoter in GFP or haspin RNAi backgrounds. n = 5, means and s.d. are shown. ***p<0.001 was determined by Student’s *t*-test.

Most mitotic kinases need to be phosphorylated at the activation loop to be activated and this only occurs during mitosis [29]. Although haspin kinase has also been shown to be strongly activated in mitosis by phosphorylation, it is intrinsically active without phosphorylation, suggesting that it could be partially active all along the cell cycle [27]. Therefore, in order to characterize whether H3 is phosphorylated at Thr3 during interphase we performed immunostaining assays of polytene chromosomes of *Drosophila* salivary glands. As shown in Fig 2B, H3T3ph signals are observed at discrete loci on extended polytene chromosomes in wild-type larvae while these signals are not present in a mutant *haspin*^*86*^ background (Fig 2B), indicating that haspin is required for the phosphorylation of histone H3 at Thr3 in interphase.

### Chromatin binding of cohesin-associated protein Pds5 depends on haspin

Haspin and the cohesin complex have been shown to be functionally related during mitosis in mammals and yeast. Haspin is involved in protection of mitotic centromere cohesion by binding to the cohesin-associated protein Pds5 and antagonizing the cohesin unloading factor Wapl [21,22,23]. Since our results show that haspin is required for centromeric cohesion in *Drosophila* (S3 Fig), we asked whether the interaction of haspin with Pds5 is also conserved and, moreover, if this association takes place not only during mitosis but also in interphase. To characterize the interaction between haspin and Pds5 during interphase we performed coimmunoprecipitation experiments in larval salivary gland nuclear extracts of a transgenic line that express Pds5-HA-Flag. To this end, we raised antibodies against haspin (see Materials and Methods and S4A Fig) that were able to specifically coprecipitate Pds5-HA-Flag (S4B Fig). To further characterize this interaction we performed Pds5 immunolocalization assays in Pds5-HA-Flag larval salivary gland polytene chromosomes in either mock (GFP) or haspin RNAi backgrounds. Our results show a strong decrease of Pds5 binding to chromosomes when knocking-down haspin levels (Fig 2C and 2D). Since the lack of Pds5 binding to chromatin could also reflect a contribution of haspin to synthesis and/or stability of the protein we have analyzed Pds5 mRNA and protein levels. While there are no significant changes in Pds5 mRNA levels (S4C Fig), protein levels are clearly reduced in larval salivary glands (S4D Fig). These results strongly suggest destabilization of Pds5 protein due, most likely, to its inability to associate with haspin and chromatin. Altogether, our results indicate that haspin interacts with the cohesin-associated protein Pds5 during interphase and it is required for Pds5 binding to chromatin.

It has been shown that Pds5 proteins have both positive and negative effects on cohesin association with chromatin; they cooperate with Wapl in releasing cohesin from DNA but they have also been implicated on cohesion during mitosis [30]. To characterize the relationship between haspin and the core of the cohesin complex we performed coimmunoprecipitation experiments using salivary gland nuclear extracts that ubiquitously express the cohesin subunit Rad21 fused to a myc epitope in a Rad21 mutant background (*Vtd*^*ex3*^). αhaspin antibodies were able to specifically coprecipitate Rad21-myc (S5A Fig) indicating that haspin associates with the core of the cohesin complex during interphase. We then performed immunolocalization assays in larval salivary gland polytene chromosomes that showed no apparent changes in Rad21 binding to chromosomes in the absence of haspin (S5B Fig, compare upper and lower panels). We also analyzed Rad21 expression and our results showed that transcript levels are similar in haspin mutant background compared to control (S5C Fig). To further analyze whether haspin modulates the interaction of this complex with chromatin we quantified the amount of chromatin-associated cohesin in the absence of haspin. To this end, formaldehyde crosslinking of *Drosophila* embryo nuclei that express Rad21-myc in a Rad21 mutant background (*Vtd*^*ex3*^) in either control or *haspin*^*128*^ mutant background were carried out, chromatin fractions were purified and the amount of Rad21 and Histone H3 were compared. During the first hours of *Drosophila* embryo development nuclei go through 13 rapid mitotic divisions having very short S-phases and omitting gap phases while later in development the mitotic rate is much slower. Therefore, in early embryos cells are most of the time in the mitotic phase of the cell cycle while in late embryos most of cells are in interphase. Our assays showed a significant decrease in chromatin-bound Rad21 in the absence haspin in early embryos (0–4 hours) that, although attenuated, is also present in late embryos (20–24 hours) (S5D and S5E Fig). Altogether, these data indicate that haspin modulates the dynamic association of cohesin with chromatin during cell cycle.

### Nuclear morphology defects and nuclear compaction during interphase in the absence of haspin activity

We performed immunostaining experiments in wild-type and haspin-mutant *Drosophila* late third-instar larval salivary glands. We found that haspin-depleted cells displayed irregularly shaped nuclei showing a crumpled raisin-like appearance revealed by lamin Dm0 immunolocalization (Fig 3A). To characterize the subcellular localization of haspin we performed biochemical fractionation of *Drosophila* embryos that express an epitope-tagged haspin-HA protein. A significant amount of haspin-HA was detected in the nuclear matrix fraction, which is characterized by the presence of lamin Dm0 (S6A Fig). Insulator protein CP190 and Polycomb group of proteins were also found mostly associated with the nuclear matrix (S6A Fig), consistent with previously reported results [31,32]. These data indicate that haspin localizes at the nuclear lamina and modulates nuclear morphology.

**Fig 3:**
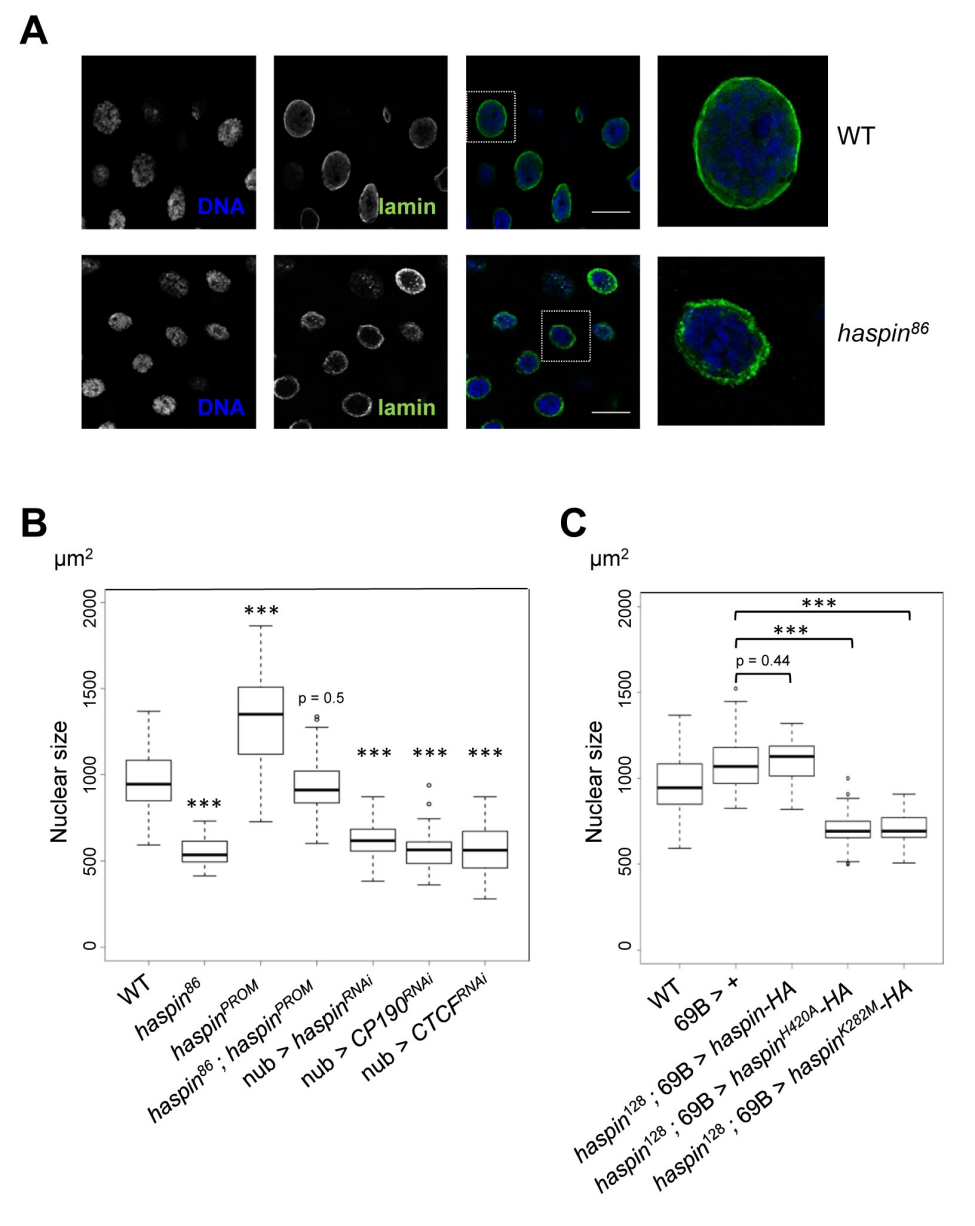
Modulation of nuclear architecture by haspin kinase. A) Immunostaining of *Drosophila* salivary glands with antibodies against lamin Dm0 in wild-type third-instar larvae (upper panel) and *haspin*^*86*^ mutant background (lower panel). DNA is stained with DAPI. In the overlap (right panels), lamin Dm0 is shown in green and DAPI in blue. Scale bars are 50 μm. B) Box plot showing quantification of DAPI signals of *Drosophila* salivary gland nuclei in wild-type (WT), haspin mutant background (*haspin*^*86*^), overexpression of haspin under control of its own promoter (*haspin*^*PROM*^), overexpression of haspin in a mutant background (*haspin*^*86*^; *haspin*^*PROM*^) and in haspin, CP190, and CTCF RNAis under the control of *nubbin* promoter (nub > *haspin*^*RNAi*^, nub > *CP190*^*RNAi*^, and nub > *CTCF*^*RNAi*^). Nuclear size was determined in around 50 nuclei for each condition (n≥3). The p values as determined by Wilcoxon test of the different genetic backgrounds respect to WT are indicated (*** p < 0.001). C) Box plot showing quantification of DAPI signal of *Drosophila* salivary gland nuclei in wild-type (WT) and overexpression under the control of 69B of tagged versions of either haspin wild-type (*haspin-HA*) or haspin with a mutated kinase domain (*haspin*^*H420A*^*-HA* and *haspin*^*K282M*^*-HA*). Nuclear size was determined in around 50 nuclei for each condition (n≥3). Significant differences between wild-type and mutated kinase domains as determined by Wilcoxon test (*** p<0.001).

In the assays reported above, changes in nuclear size between control and haspin-depleted salivary glands are apparent (Fig 3A). We further characterized this phenotype in detail by DAPI immunostaining experiments in either loss or gain of function alleles of haspin. Our analyses showed that in late third-instar larvae, at a time when there is no further replication, haspin mutants exhibit reduced nuclear size (S6B Fig, compare WT and *haspin*^*86*^ panels). Quantification analyses confirmed the decrease in the absence of haspin (Fig 3B). On the contrary, overexpression of haspin in a transgenic line with two extra copies of the *haspin* genomic locus gave rise to a clear increase in the nuclear size of larval salivary glands (Fig 3B and S6B Fig). The expression of haspin under the control of its own promoter in a mutant background totally rescued the loss of function phenotype (Fig 3B and S6B Fig, no significant differences in nuclear size were observed between WT and *haspin*^*86*^*; haspin*^*PROM*^). These altered nuclear sizes are not the consequence of changes in DNA replication since both WT and haspin mutant salivary glands showed similar DNA content (S6C Fig). When we knocked-down haspin levels in salivary gland nuclei using the UAS/Gal4 system and the *nubbin-Gal4* driver we also observed a strong decrease in nuclear size (Fig 3B, nub > *haspin*^*RNAi*^ lane). Similar effects were obtained by knocking-down two well characterized insulator/architectural proteins such as CP190 and CTCF (Fig 3B). In order to characterize the contribution of the kinase domain of haspin to this phenotype we obtained transgenic lines that express epitope-tagged haspin-HA proteins either wild-type or with a Lys282Met substitution in the ATP recognition motif or a His420Ala, change that has been previously shown to be required for haspin activity in mammals [33]. Similar levels of expression of the epitope-tagged proteins in the different transgenic lines were obtained using the UAS/Gal4 system (S6D Fig). Our analyses showed that while overexpression of haspin-HA wild-type protein in a null mutant background was able to totally rescue the nuclear size of salivary gland cells, overexpression of kinase dead proteins were not (Fig 3C). Thus, haspin kinase activity is required for global nuclear organization in interphase cells.

Altogether our results show extensive interphase nuclear compaction in haspin-depleted cells that is associated with defects in nuclear morphology and they suggest that haspin kinase is an enzymatic protein that associates with the nuclear matrix/lamina to perform key roles in chromatin organization and nuclear architecture.

### Haspin is a suppressor of position-effect variegation

In order to identify genome-wide location of H3T3ph we performed chromatin immunoprecipitation sequencing (ChIP-seq) analysis in S2 cells using αH3T3ph antibody. 

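The ChIP-seq data came from 1 library of immunoprecipitated (IP) DNA and 1 library of input DNA, both from S2 cells, a cultured *Drosophila* embryonic cell line. Chromatin was fixed with 1.8% formaldehyde for 10 min, and each library was built from 8.5 ng of DNA with 18 PCR cycles and sequenced in single reads of 50 nt. The authors aligned the reads to the dm3 genome with Bowtie 0.12.5, keeping reads that had a single placement with up to 2 mismatches, which leaves out reads from repeats with several identical copies. Over-amplified reads were then removed, strand shift was corrected, and regions with more reads in the IP than in the input were called with htSeqTools 1.4.0. The deposited list holds 6387 enriched regions. The paper's text gives no total to set beside this number, and the label of the list carries a larger number of unstated meaning, so that all counts, shares and densities are those of the list as deposited. For each region it gives the position, the width, the reads of the 2 libraries, their RPKM (reads scaled to region width and library size) and a Benjamini-Hochberg p-value, all of which are the authors' values.

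The columns of the list carry no names. The first value of each pair was read as the IP, because its RPKM was the higher one in 6387 of 6387 regions, which a list of regions enriched over input requires. The reads and RPKM of each region together gave a total of 21013056 reads for the IP library and 23747069 reads for the input library. The enriched regions held 8.13% of the IP reads and 5.19% of the input reads. Because there was 1 library of each kind, none of the values has a replicate check, and no p-value was computed for the density or clustering of the regions. A test on the reads of single regions compares these 2 libraries only. Intervals on ratios are 95% exact (Clopper-Pearson) intervals. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

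Coordinates are those of dm3, counted from 1. Regions were grouped by the sequence they lie on into the chromosome arms (2L, 2R, 3L, 3R and X), chromosome 4, the heterochromatic scaffolds (sequences whose names end in Het) and the unplaced sequences U and Uextra. The length of each sequence was taken as the end of its last region, because no dm3 sequence was used here. The 2 Mb of each arm next to the centromere were called proximal and the rest distal. A shorter or longer proximal part, or a stricter list of regions, changes the densities.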

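The enriched regions were between 1 and 14237 bp wide, with a median of 376 bp and quartiles of 137 and 1000 bp. The median region held 122 IP reads, and the median number of input reads per region was 73. Among the 6123 regions with at least 1 input read, the IP to input ratio of RPKM had a median of 1.92 and quartiles of 1.57 and 2.61. The other 264 regions had no input read. Regions of at most 50 bp made up 8.66% of the list, 553 regions in all. Width differed by location. The median was 1542 bp on chromosome 4, 989 bp in the proximal arms and 331 bp in the distal arms. It was 338 bp on the heterochromatic scaffolds and 214 bp on the unplaced sequences. The ratio fell with width. Pooled over all regions of at most 50 bp it was 17.8 (6581 IP reads over 10.2 kb, interval from 16.1 to 19.7), and over regions wider than 1600 bp it was 1.44 (920147 IP reads over 2689 kb, interval from 1.43 to 1.44).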

Sites of enrichment (peaks) were identified by bioinformatics and biostatistics analyses of aligned ChIP-seq data (see experimental procedures). H3T3ph enriched regions across whole genome accumulate in heterochromatic regions of the chromosomes where they colocalize with HP1a (Fig 4A). 

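Of the 6387 enriched regions, 2471 lay on the heterochromatic scaffolds, which is 38.7% of the list (95% Wilson interval from 37.5 to 39.9%). These scaffolds made up 8.86 Mb of sequence, so that their density was 278.9 regions per Mb. No region lay on YHet, so its length is not counted, and with it the density would be lower. The arms held 2610 regions over 118.7 Mb, a density of 22.0 regions per Mb. The density on the heterochromatic scaffolds was thus 12.7 times that on the arms (interval from 12.0 to 13.4). When the regions were placed at random 1000 times over the arms, chromosome 4 and the heterochromatic scaffolds, this ratio stayed between 0.851 and 1.20. Random placements describe this list alone and do not stand in for replicates. The alternative that moved the ratio most was adding the unplaced sequences to the heterochromatic scaffolds, which gave 3.49. Enriched regions covered 18.5% of the length of the heterochromatic scaffolds and 2.19% of the arms. Over the covered sequence, 1637 kb on the scaffolds and 2605 kb on the arms, the IP to input ratio was 1.76 (interval from 1.75 to 1.76) and 1.40 (interval from 1.39 to 1.40). Regions on the arms were wider, and the ratio falls with width. In regions of more than 800 and up to 1600 bp it was 1.71 on the scaffolds (348.1 kb, interval from 1.70 to 1.73) and 1.44 on the arms (646.0 kb, interval from 1.43 to 1.45). In regions of more than 50 and up to 200 bp it was 2.79 and 2.88, with overlapping intervals. In regions of at most 50 bp the arms had the higher ratio, 20.3 (interval from 17.9 to 23.1) against 13.5 (interval from 11.0 to 16.8). For regions this narrow the ratio is set largely by what the threshold of the list lets pass, so it does not show a stronger enrichment on the arms.

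Regions also gathered at the centromeric end of most arms. The proximal 2 Mb held 350 regions on 2L, 226 on 2R, 477 on 3L, 92 on X and 34 on 3R. The density over all proximal parts was 117.9 regions per Mb, against 13.2 regions per Mb in the distal arms. This is a ratio of 8.96 (interval from 8.29 to 9.68), and random placements within each arm gave between 0.781 and 1.23. On 3R the result depended on the border. The proximal 2 Mb had 17.0 regions per Mb and the distal part 12.5 regions per Mb, a ratio of 1.36 whose interval, from 0.923 to 1.94, includes 1. The highest bin of 3R, from 2 to 3 Mb with 70 regions, lies just beyond this border, and with a proximal part of 4 Mb the ratio was 3.09 (interval from 2.46 to 3.86). On 3L the densities for 2 Mb were 238.5 and 15.4 regions per Mb. The paper set this accumulation beside HP1a sites and chromatin states, which were not analysed here, and from their overlap concludes that H3T3ph is strongly associated with heterochromatin.

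**Figure D1:**
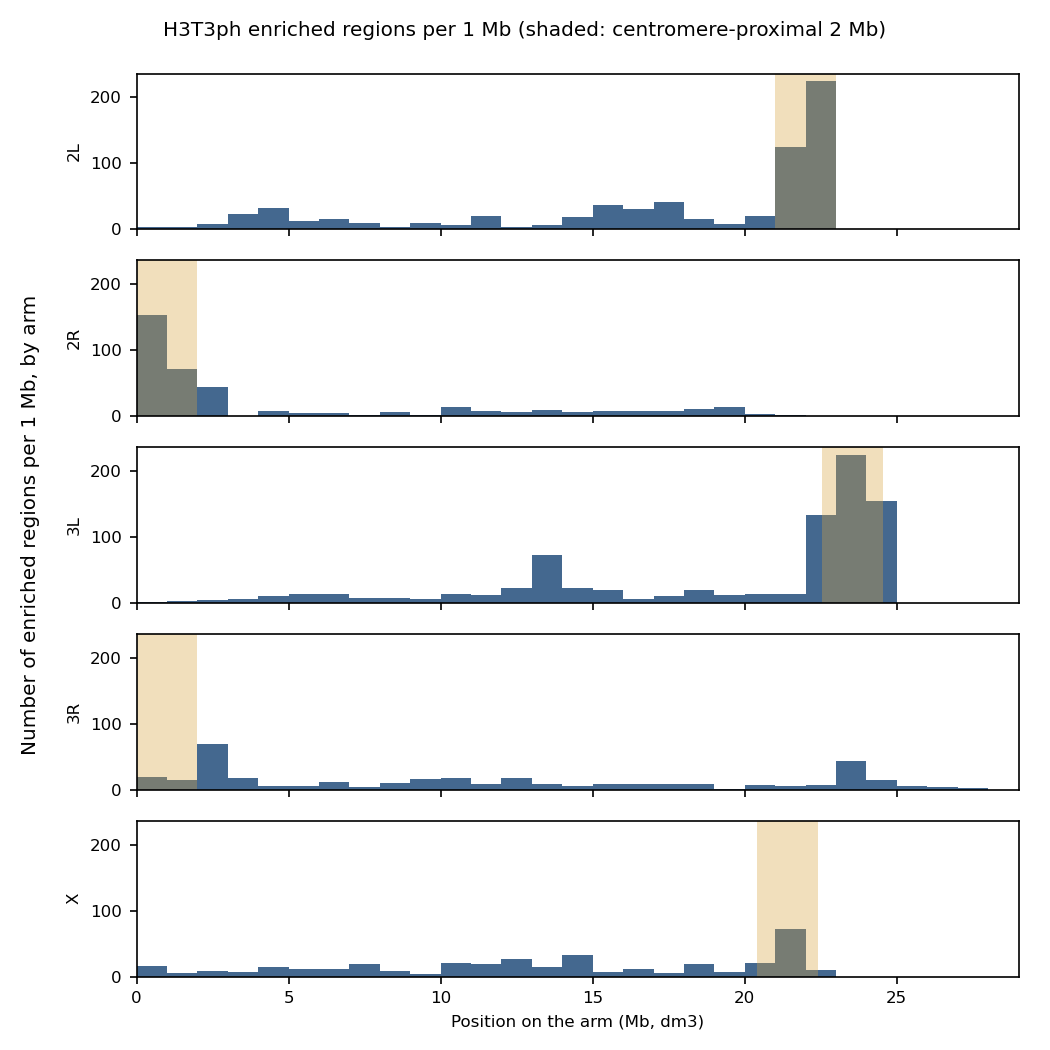
Number of H3T3ph enriched regions in each 1 Mb bin (vertical axis, same scale in all panels) along the 5 chromosome arms (horizontal axis, position in Mb of dm3), with the proximal 2 Mb of each arm shaded. The highest bin of 2L, 2R, 3L and X lies in the shaded part, while on 3R the shaded bins hold 34 regions in all and the highest bin, with 70 regions, comes next to them.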

To statistically assess the overlap between H3T3ph and HP1a binding sites we used overlap permutation tests that showed a high degree of statistically significant association (z-score >38, p-value < 0.01 for all HP1a modENCODE replicates, S7A Fig). We also examined the location of H3T3ph peaks in relation to the *Drosophila melanogaster* 9 different chromatin states as determined in S2 cells [34] and we found that they are preferentially located in state 7, which correspond to centromeric heterochromatin and chromosome 4 (S7B Fig). Indeed, strong association between H3T3ph and heterochromatin regions was statistically assessed using overlap permutation tests (positive z-scores for states 7 and 8, S7B Fig). 

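The map of chromatin states was not analysed here, so the regions were compared between chromosome 4 and the heterochromatic scaffolds directly. Chromosome 4 held 123 enriched regions over 1.24 Mb, or 98.95 regions per Mb. This was 7.52 times the density of the distal arms (interval from 6.20 to 9.04) and 0.355 times that of the heterochromatic scaffolds (interval from 0.294 to 0.425). The second comparison depended on how density was measured. Regions on chromosome 4 were wide and covered 18.3% of its length, so that in covered bp per Mb its ratio to the heterochromatic scaffolds was 0.991.

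Because the ratio of IP to input falls with width, it was compared within classes of width, which were chosen after the list had been seen. Among regions wider than 1600 bp, the IP to input ratio was 1.32 on chromosome 4 (60 regions over 185.5 kb, interval from 1.30 to 1.34). It was 1.65 on the heterochromatic scaffolds (268 regions over 751.9 kb, interval from 1.64 to 1.65) and 1.23 in the distal arms (194 regions over 558.0 kb, interval from 1.22 to 1.24). Among regions of more than 200 and up to 400 bp, chromosome 4 had a ratio of 2.02 over 12 regions, which could not be told from the 2.01 of the heterochromatic scaffolds at this depth. Chromosome 4 exceeded the distal arms beyond the intervals only in regions wider than 1600 bp. In regions of more than 800 and up to 1600 bp the ratios of 1.42 (interval from 1.37 to 1.47) and 1.38 (interval from 1.37 to 1.40) overlapped.

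**Figure D2:**
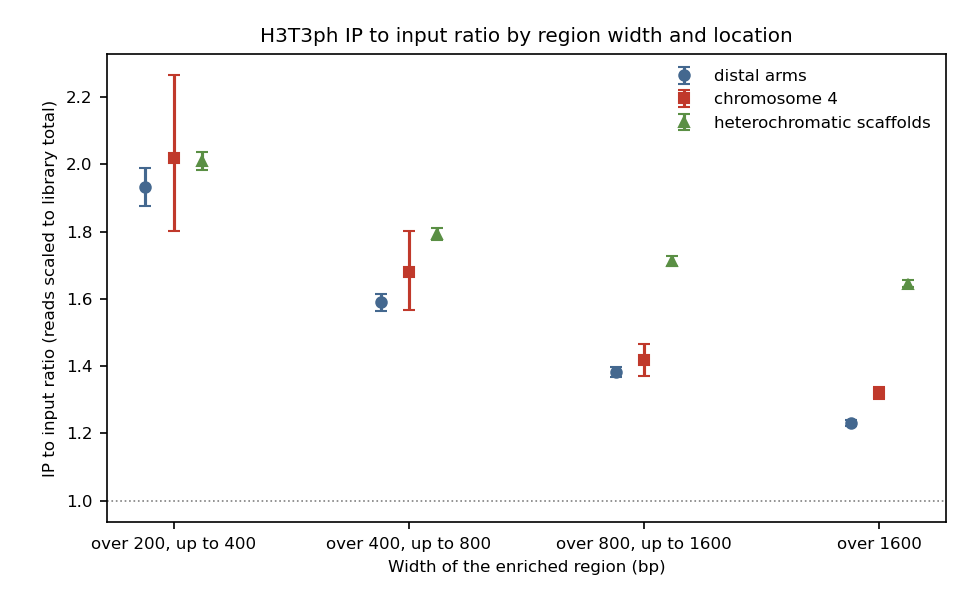
Ratio of IP to input reads, each scaled to its library total (vertical axis), for H3T3ph enriched regions grouped by width in bp (horizontal axis), pooled over the regions of each location, with bars for the 95% exact counting interval. In regions wider than 1600 bp, chromosome 4 (1.32) lies between the distal arms (1.23) and the heterochromatic scaffolds (1.65). In the narrower classes the intervals of chromosome 4 and the distal arms overlap. The dotted line marks equal reads in the 2 libraries.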

The model generated by Kharchenko et al. [34] distinguishes a set of heterochromatin-like regions (state 8) enriched in chromatin marks typically associated with heterochromatic regions (H3K9me2/me3 and HP1a) but at lower levels than in pericentromeric heterochromatin. This state occupies extensive domains in euchromatic arms of the chromosomes such as the region shown in Fig 4B. Line on top corresponds to the H3T3ph binding profile (normalized H3T3ph IP versus input signal) while line on bottom corresponds to H3T3ph enriched peaks. 

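The region of Fig 4B lies on chromosome 3L. Its borders were taken from the 2 CP190 sites that flank it in the figure, at 13480 and 13838 kb, positions that were read from the axis with a resolution of 0.886 kb per pixel. Between these sites, which are 358.8 kb apart, the list has 67 H3T3ph enriched regions, or 18.7 regions per 100 kb. In the remaining 162.1 kb of the window shown there is 1 region, at 13457110 to 13457256, or 0.617 regions per 100 kb. The figure also draws the H3T3ph peaks, so the borders were not chosen blind to them and this contrast does not test them. The 67 regions run from 13528992 to 13797562 and leave no gap longer than 22.7 kb. They start 49.4 kb inside the left CP190 site and end 40.9 kb inside the right one. Their median width was 329 bp, and they covered 8.39% of the sequence between the CP190 sites. Over the 30100 bp covered, the IP to input ratio was 1.71 (6976 IP and 4615 input reads, interval from 1.65 to 1.77). The widest region, from 13532140 to 13534518, had a ratio of 1.29 (interval from 1.14 to 1.47). Among the regions with input reads, the lowest p-value in the authors' list, 2.02e-05, belonged to the region from 13716680 to 13717211, with 128 IP and 66 input reads. When the list was restricted to its better part by p-value, 3224 regions in the whole genome, the density between the CP190 sites fell to 5.85 regions per 100 kb.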

Our assays showed that H3T3ph is enriched at these heterochromatin-like regions (Fig 4B and S7B Fig).

**Fig 4:**
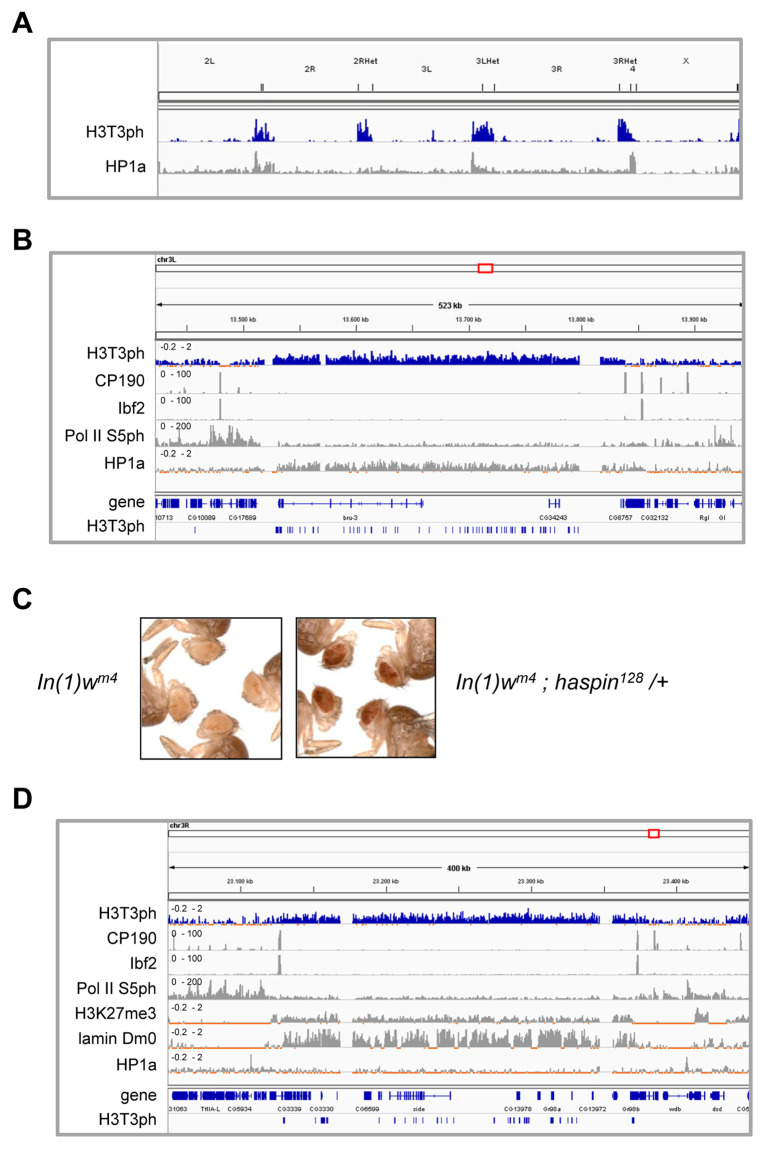
Haspin is a suppressor of position-effect variegation. A) ChIP-seq data for H3T3ph genome-wide localization. Enriched regions of HP1a (modENCODE data, see S1 Text) are depicted below. B) ChIP-seq data for H3T3ph over a region of 500 kb in chromosome 3 in *Drosophila* S2 cells. Binding profiles of CP190 and Ibf2 [66], Pol II S5ph and HP1a (modENCODE data) are shown. H3T3ph peaks are depicted in last row. C) Effect of *haspin*^*128*^ mutation on position-effect variegation in *In(1)w*^*m4*^ males (n = 3). D) Representative ChIP-seq data for H3T3ph over a 400 kb region of chromosome 3R in *Drosophila* S2 cells. Binding profiles of CP190 and Ibf2 [66], Pol II S5ph, H3K27me3 and HP1a (modENCODE data, see S1 Text) and lamin Dm0 [69] are shown. H3T3ph peaks are depicted in last row.

Our ChIP-seq analyses do not allow distinguishing if the heterochromatic H3T3ph enrichment is only present in mitotic cells or it is also found in interphase cells, since we have shown above that H3T3ph signal is strongly activated during mitosis in centromeric regions in *Drosophila* (Fig 2A) as it has been previously reported in mammals [25,26]. To study whether haspin could be involved in heterochromatin organization in interphase we analyzed position-effect variegation (PEV) in a haspin mutant background. In the *In(1)w*^*m4*^ rearrangement the inversion results in juxtaposition of the *white* gene with the heterochromatic region of the X chromosome. In this line spreading of heterochromatin into the euchromatic domain results in silencing and variegation of *white* expression [35]. Our analyses showed that *haspin*^*128*^ heterozygous mutation strongly suppressed *white* silencing in the *In(1)w*^*m4*^ rearrangement (Fig 4C), indicating that *haspin* is a novel *Su(var)* gene (suppressor of PEV), such as *Su(var)2-5* (HP1a) and *Su(var)3-9* (histone H3K9 methyltransferase) [35]. Thus, our results indicate that haspin is involved in heterochromatin organization and suggest that H3T3 phosphorylation by haspin modulates heterochromatin formation and/or stability.

Our assays showed that H3T3ph enriched regions found at euchromatic arms of the chromosomes are often localized in broadly enriched large genomic regions usually flanked by insulator proteins such as CP190 and Ibf2. 

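In the distal parts of the arms the list has 1431 enriched regions. To look for groups of regions, a cluster was defined as a run of at least 10 regions in which neighbors were no more than 25 kb apart. By this definition there were 10 clusters, 3 each on 2L and 3R, 2 on 3L and 1 each on 2R and X. They held 255 regions, or 17.8% of those in the distal arms (95% Wilson interval from 15.9 to 19.9%). When the same regions were placed at random 1000 times within the distal part of their own arm, at most 1 cluster formed, with at most 0.978% of the regions. The median gap between neighboring regions was 26.9 kb, against 46.2 to 54.9 kb after random placement. The clusters were between 51.3 and 268.6 kb long, with a median of 131.3 kb, and 6 of them reached 100 kb. On 2R, 3L and 3R, 1 cluster each lay near the border of the proximal 2 Mb, and with a proximal part of 4 Mb these 3 fell outside the distal arms and the other 7 clusters were kept. The number of clusters depended on the definition, and with a minimum of 5 regions there were 37. CP190 and Ibf2 binding was not analysed here beyond the sites drawn in Fig 4B and 4D.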

While some of these regions are enriched in HP1a, such as region shown in Fig 4B, others were found to be enriched in lamin Dm0. An example of these regions is shown in Fig 4D. 

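The region of Fig 4D lies on chromosome 3R, and the 2 CP190 sites that flank it in the figure were read at 23126 and 23372 kb. Between them, over 246.3 kb, the list has 31 enriched regions, or 12.6 regions per 100 kb. In the other 153.4 kb of the window there is none, and a count of 0 allows up to 1.96 regions per 100 kb there. As in Fig 4B, the panel also draws the peaks, so this contrast does not test the borders. The regions run from 23129315 to 23371182 and thus begin 3.17 kb inside the left CP190 site and end 1.30 kb inside the right one. The longest gap, 37.9 kb from 23331438 to 23369305, lies toward the right end. Only what follows this gap comes close to the right CP190 site. They covered 8.84% of the sequence between the sites, with a median width of 576 bp. By the definition of clusters given above the region holds 2 clusters that lie 27.7 kb apart, from 23195394 to 23246669 with 11 regions and from 23274396 to 23331438 with 15 regions. Over the 21780 bp covered, the IP to input ratio was 1.48 (5059 IP and 3851 input reads, interval from 1.42 to 1.55). The ratio was not compared with that of the Fig 4B region, because the enriched regions differ in width. The lowest p-value, 8.52e-07, belonged to the region from 23319589 to 23320648, with 262 IP and 166 input reads. The better part of the list by p-value held 3 of the 31 regions, a density of 1.22 regions per 100 kb, and 21 of the 67 regions of Fig 4B. Lamin Dm0 and HP1a profiles were not analysed here.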

We also used overlap permutation tests to statistically assess the location of H3T3ph peaks at euchromatic arms of the chromosomes in relation to the different chromatin states [34]. H3T3ph euchromatic regions were defined as those not overlapping with chromatin state 7 and we found that they are preferentially located in state 9, which corresponds to silent domains (S7C Fig). 

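The clusters of the distal arms differed in density. They had between 10.5 and 29.5 enriched regions per 100 kb, with a median of 19.7, and regions covered between 2.42 and 27.1% of their length. The highest density was that of the cluster on 3L from 22444522 to 22536017. That cluster ends at the border of the proximal part, so its end may be set by this border. Outside the clusters there were 1176 regions in the distal arms, or 1.10 regions per 100 kb. Of all distal regions, 481 had no neighbor within 25 kb, which is 33.6%. The cluster with the most regions was that of Fig 4B. The next was on 3R from 2287431 to 2496930, with 41 regions that covered 27.1% of its 209.5 kb. Its IP to input ratio was 1.35 (interval from 1.32 to 1.39). It starts 287.4 kb from the border of the proximal part. The third was on 2R from 2337216 to 2497882, with 32 regions that covered 17.3% of its 160.7 kb and a ratio of 1.46 (interval from 1.41 to 1.52), and it starts 337.2 kb from that border. Number and coverage did not go together in every cluster. A cluster on 2L from 4472326 to 4625698 had 21 regions that covered 2.42% of its length, with a ratio of 1.93 (interval from 1.74 to 2.14). Another on 2L, from 15935381 to 16107411, had 18 regions that covered 21.4% of its length, with a ratio of 1.25 (interval from 1.21 to 1.28). The 2 clusters on 2L were singled out after their values had been seen. The paper described dense and sparse regions by visual inspection, and no limit between them was set here.

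**Figure D3:**
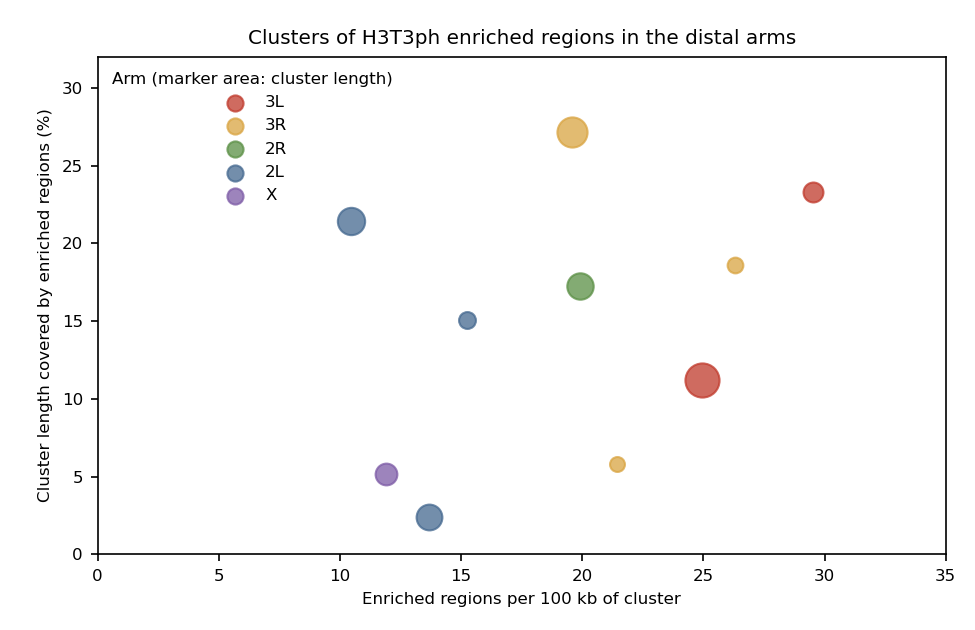
Enriched regions per 100 kb (horizontal axis) and percent of length covered by enriched regions (vertical axis) for the 10 clusters of the distal arms, colored by arm, with the area of each marker proportional to cluster length. The clusters spread from 10.5 to 29.5 regions per 100 kb, and clusters with similar numbers of regions differ in coverage. The cluster at 29.5, on 3L, ends at the border of the proximal part.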

H3T3ph enriched regions were often found in clusters presenting a high number of regions in very close succession while other areas with moderate H3T3ph signal presented a lower number of sparsely reported regions, as it is shown in line at the bottom in Fig 4B and 4D and S8A Fig. Depending on the density of accumulation, H3T3ph enriched regions were described as highly or lowly enriched by visual inspection (S8A Fig, regions b and c respectively). We observed that while high (dense) H3T3ph enriched regions tended to colocalize with lamin Dm0, low (sparse) enriched regions colocalized with H3K27me3, such as region c that corresponds to the Antennapedia complex, suggesting that PcG silenced domains contain low levels of H3T3ph. Our ChIP-seq data also suggest that H3T3ph enriched regions do not contain binding sites for the active form of the RNA polymerase II phosphorylated at serine 5 (Fig 4B and 4D and S8A Fig). Indeed, general comparisons of H3T3ph with active RNA polymerase II binding sites showed a mutually antagonistic location (S8B Fig). Altogether, our results indicate that phosphorylated histone H3 at Thr3 colocalizes with silent chromatin.

### Haspin is required for robust Polycomb-dependent homeotic gene silencing

Insulator/architectural elements of the BX-C have been shown to be involved in the regulation of homeotic gene expression [36,37,38] and our results reported above indicate that haspin is required for the function of several of these regulatory elements (Fig 1). Therefore, we analyzed levels of homeotic gene expression by reverse transcription followed by quantitative PCR and we found that *Abd-B* gene was derepressed in the mutant (Fig 5A), indicating that haspin is required for *Abd-B* gene silencing. Homeotic gene silencing depends on PcG complexes and we asked whether chromatin association of PcG complexes is affected by haspin. We performed ChIP assays in wild-type and *haspin*^*128*^ mutant backgrounds and we analyzed Polycomb binding at several PRE-containing regulatory elements of *Abd-B*. Our results show a significant reduction in Pc binding at *Mcp*, *Fab7*, *Fab8* and the promoter regions A and B of the *Abd-B* gene in the absence of haspin (Fig 5B).

**Fig 5:**
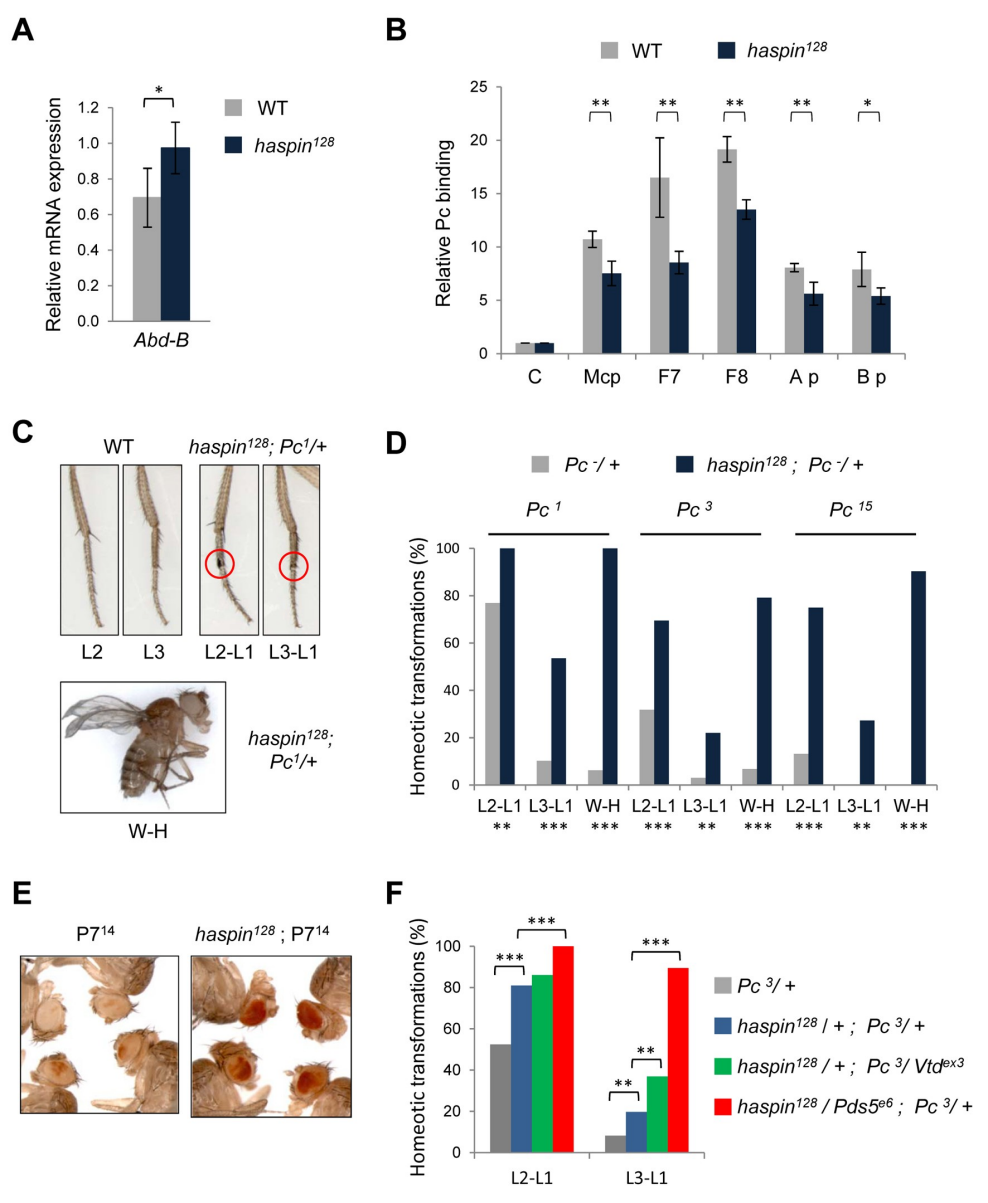
Haspin is required for Polycomb-dependent homeotic gene silencing. A) *Abdominal-B* transcriptional levels normalized to *Actin5C* in wild-type or *haspin*^*128*^ mutant *Drosophila* larval brains. n = 4, means and s.d. are shown. B) ChIP-qPCR using an antibody against Polycomb and primers for pointed as a control negative region, *Mcp*, *Fab7* and *Fab8* regulatory elements and *Abd-B* promoters A and B. Average enrichments (normalized to the input sample) are plotted as the ratio of precipitated DNA in either wild-type or *haspin*^*128*^ *Drosophila* larval brains relative to the control negative region. n = 3, means and s.e.m. are shown. C) Representative examples of homeotic transformations observed: second to first leg (L2-L1), third to first leg (L3-L1) and wing to haltere (W-H). A red circle marks sex combs that appear in the second and third leg of male flies. D) Frequencies of homeotic transformations in flies heterozygous for *Pc*^*1*^, *Pc*^*3*^ or *Pc*^*15*^ mutations in either wild-type or homozygous *haspin*^*128*^ mutant backgrounds. n = 3, over 20 individuals scored. E) Eye color of representative flies of a transgenic line P7^14^ containing a homozygous PRE-*miniwhite* in a wild-type or *haspin*^*128*^ mutant background (n = 3). F) Frequencies of homeotic transformations in flies heterozygous for *Pc*^*3*^ mutation in either wild-type or combinations of heterozygous mutant backgrounds for *haspin*^*128*^ and cohesin complex components. n = 4, over 50 individuals scored. Statistical significance (*p<0.05, **p<0.01 and ***p<0.001) was determined by Student’s *t*-test (A and B) or *z*-test (D and F).

To further characterize the participation of haspin in Polycomb-dependent homeotic gene silencing we looked for phenotypic changes in a sensitized background. We analyzed homeotic transformations already observed in flies with defective Pc silencing, such as the appearance of sex combs on the second (L2-L1) and third (L3-L1) pairs of legs of male flies and a defective wing development indicative of a wing to haltere (W-H) transformation (Fig 5C). We found that in three different *Pc* mutant backgrounds, *Pc*^*1*^, *Pc*^*3*^ and *Pc*^*15*^ [39,40,41], the frequency of transformation was much higher in flies homozygous for *haspin*^*128*^ mutation and heterozygous for the *Pc* mutation compared with animals carrying only the corresponding *Pc* mutation (Fig 5D). Moreover, the frequencies of L2-L1 and W-H transformations were also higher when knocking haspin levels in a *Pc*^*3*^ heterozygous background using the UAS/Gal4 system to express *haspin*^*RNAi*^ under the control of the *Act5C* promoter (S9A Fig). Therefore, haspin mutation acts as an enhancer of *Pc* mutations and altogether these results indicate that haspin is required for efficient Polycomb-dependent homeotic gene silencing.

PcG complexes are known to mediate silencing not only in cis but also in trans; accordingly, in transgenic lines the PRE-mediated silencing is pairing-sensitive (PSS) being stronger in homozygous than heterozygous individuals [42]. We analyzed PSS in a transgenic line carrying a construct containing the PRE of the *Fab7* element and the *mini-white* reporter gene [43] in *haspin*^*128*^ mutant background. Our assays showed a clear increase in eye pigmentation in the absence of haspin (Fig 5E) indicating that PSS depends on haspin. It was shown earlier that, in another transgenic line, insertion of a *Fab7* transgene in the X chromosome 9.6 kb upstream of the *scalloped* (*sd*) gene induces a mutant phenotype, resulting in disruption of wing morphology (transgenic line 5F24 25,2 [44]). This phenotype is pairing-dependent, as it is observed with strong penetrance of up to 85–95% in homozygous females, whereas it is absent in heterozygous females or hemizygous males, and it is attenuated by mutations in PcG genes [44,45]. The *sd* phenotype of homozygous females is strongly suppressed in a *haspin*^*128*^ mutant background with 66% of the individuals showing no sd phenotype at all (S9B Fig). Thus, these results indicate that haspin is necessary for PRE pairing-sensitive silencing and suggest that depletion of haspin might enhance homeotic transformations via loss of PRE contacts and progressive decrease in chromatin silencing efficiency through subsequent generations.

Both in *Drosophila* and mammals, cohesin complexes have been shown to influence PcG-mediated gene silencing by supporting long-range interactions between Polycomb domains that are important for repression [46,47]. We have shown above that haspin is required for Pds5 binding to chromatin (Fig 2C) and modulates cohesin dynamics (S5 Fig). To analyze whether haspin and cohesin are functionally related in *Drosophila* we characterized homeotic transformations in flies with a combination of mutant alleles for *haspin* and cohesin complex components *Rad21*/*Vtd* and *Pds5*. While mutations of cohesin proteins alone do not significantly modify the *Pc*^*3*^ extra sex combs phenotype (S9C Fig), the frequency of transformations increased when cohesin mutant alleles are in combination with *haspin*^*128*^ (Fig 5F). Indeed, flies containing both, *Pds5*^*e6*^ and *haspin*^*128*^ heterozygous mutant alleles, showed a strong enhancement of *Pc*^*3*^ extra sex combs phenotype, since almost all the flies presented L2-L1 and L3-L1 transformations, with an average number of 7 sex combs in L2 and 4 in L3.

In summary, our data demonstrate that haspin is required for robust PcG-mediated regulation of gene expression and suggest that haspin and the cohesin complex, especially the cohesin-associated protein Pds5, cooperate to regulate homeotic gene silencing.

## Discussion

In this work we report that *Drosophila* haspin modulates key aspects of chromatin organization during interphase: insulator activity, heterochromatin-induced position-effect variegation, nuclear morphology and PRE-dependent pairing-sensitive silencing. Some of these aspects could be influenced by mitotic events and, therefore, be regulated by haspin functionality in chromosome organization during mitosis. However, our results also show that haspin phosphorylates histone H3 in interphase and associates with the cohesin complex mediating Pds5 binding to chromatin in interphase cells, strongly suggesting that this kinase modulates chromatin organization not only during mitosis but also in interphase.

Thr3 in histone H3 is located immediately adjacent to Lys4, which has been shown to be tri-methylated at active promoter sites [48,49]. TFIID binding to H3K4me3, which is involved in transcription machinery recruitment, is severely reduced in mitosis as a result of H3T3 phosphorylation [50]. On the other hand, in vitro studies have shown that tri-methylation of H3K4 reduces substrate recognition by haspin suggesting antagonism between H3K4 methylation and H3T3 phosphorylation [33]. In agreement with these studies, our results show that H3T3ph localizes at heterochromatin and lamin-enriched regions, while it does not colocalize with active RNA polymerase II. Even though, future investigations will be needed to decipher whether or not H3T3ph never colocalizes with H3K4me and active transcription, altogether these studies suggest antagonism between phosphorylated H3T3 and active transcription. Moreover, haspin is preferentially found at the nuclear lamina, like CP190 insulator protein and polycomb proteins (our results and previously reported studies [30,31]). While proteins that are associated with transcriptionally active chromatin are easily solubilized in subcellular fractionation assays, haspin, insulator and polycomb proteins are tightly bound to the nuclear matrix where they colocalize with laminas suggesting that nuclear organization of these proteins might contribute to their functionality.

We report here that haspin is a strong suppressor of position-effect variegation playing a role in heterochromatin organization. HP1 proteins, which are key components of heterochromatin, have been reported to promote haspin localization at mitotic centromeres to protect centromeric cohesion in mammals [51]. Whether HP1 proteins promote haspin localization at centromeric heterochromatin in interphase and whether phosphorylation of H3T3 is involved in heterochromatin organization remain to be determined.

We have also shown here that haspin is required for robust Polycomb-dependent homeotic gene silencing based on the following observations in the absence of haspin: i) derepression of *Abd-B* transcription, ii) reduction of Pc binding at several PRE-containing regulatory elements and iii) enhanced homeotic transformations in Pc mutant sensitized backgrounds. Moreover, depletion of haspin has a strong impact in pairing-sensitive silencing which involves long-range chromatin organization [11,52]. Our results also show that haspin cooperates with Pds5-cohesin to enhance Polycomb-dependent homeotic transformations. Thus, haspin might regulate homeotic gene silencing by directly affecting the binding of PcG proteins to chromatin or by affecting Pds5-cohesin dynamics modulating chromatin organization of Polycomb domains. Recent results point to an important role for cohesin complexes in the establishment and/or maintenance of Polycomb-repressed domains in mammalian cells but also to restrict their aggregation [46]. We have shown here that haspin mediates Pds5-binding to chromatin in interphase and modulates cohesin association with chromatin along the cell cycle. Pds5 proteins have both positive and negative effects on cohesin association with chromatin, they cooperate with Wapl in releasing cohesin from DNA but they are also required to maintain sister-chromatid cohesion in G2/M [30]. Pds5 interacts with Wapl, Dalmatian/Sororin, Eco/Eso acetyltransferase and haspin through the same conserved protein-protein module [21,53]. Wapl-Pds5 interaction has been shown to be counteracted by Eco and Sororin in S phase antagonizing Wapl’s ability to dissociate cohesin from DNA [53,54]. On the other hand, haspin has been shown to phosphorylate Wapl [22] and to antagonize Wapl-Pds5 interaction to protect proper centromeric cohesion in mitosis [21,22,23]. Although relationship between haspin and the cohesin complex needs to be further characterized, our work point to an important role of haspin in the complex regulation of Pds5-cohesin dynamics along the entire cell cycle.

Pds5 proteins are also required for proper maintenance of heterochromatin [55] and participate in chromatin loop formation [56,57]. It has been suggested that they may be required for the boundary function of CTCF, since cells depleted of Pds5 proteins contain many fewer loops than control cells, which is similar to the effect of CTCF depletion [57]. On the other hand, it has been shown that chromatin becomes more compact after reducing levels of CTCF and Rad21 and the analysis of the molecular basis for this counter-intuitive behavior suggested that compaction could be the consequence of changes in chromatin loops [58]. Our data show that haspin is required for insulator activity, nuclear compaction, heterochromatin-induced position-effect variegation and PcG-mediated pairing-sensitive silencing strongly suggesting that haspin could be involved in the organization of the genome in chromatin domains and loops by modulating Pds5-cohesin association with chromatin.

It has been suggested that inhibition of haspin could have potent anti-tumoral effects with fewer adverse effects compared with other anti-cancer agents [59]. Our results show mitotic defects in *Drosophila* haspin mutants in agreement with previous reported studies in yeast and mammals [17,21]. However, haspin mutants have been reported not lethal in budding yeast [60] and in fission yeast [61] and our data show that they are also viable in *Drosophila*, even though life span and fertility are affected. Besides, our findings demonstrate that haspin is controlling genome organization of interphase cells raising concerns with respect to the use of haspin inhibitors as potent mitosis-specific anticancer drugs.

## Materials and methods

### *Drosophila* genetics and transgenic lines

Flies were raised in standard cornmeal yeast extract media at 25°C except when indicated. *w*^*1118*^ line was used as wild-type.

The mutagenesis screen was performed by mobilization of the P element from a P(Mae-UAS.6.11) line that carries the *yellow* (*y*) marker. The P element was mobilized from an X chromosome site in males and transpositions to the autosomes were recovered as y+ males. Insertions were subsequently screened for changes in *white* expression in enhancer-blocking assays with heterozygous flies of B7^27.1^ transgenic line. This line carries an *attB* construct containing the *Fab7* boundary/insulator element (1.2 kb) between the *white* enhancer and the *mini-white* reporter gene (S1A Fig).

S1B and S1C Fig show the transgenic lines used in this study.

Constructs were inserted in the *attP51C* landing site via phiC31-mediated integration [62]. The RFP marker of the *attP* docking site and the *white* marker of the *attB* plasmid were eliminated via Cre recombinase-mediated excision, thus allowing enhancer-blocking assays.

For enhancer-blocking quantitative analyses, eye pigment of 20 heads was extracted with 30% acid-ethanol (pH 2) according to [63] and OD_480_ was determined in a Nanodrop 1000/3.7.

*CP190*^*RNAi*^ and *CTCF*^*RNAi*^ lines from Vienna *Drosophila* RNAi Center (#35078 and #30713 respectively). *haspin*^*RNAi*^ lines from BDSC (B-35276 and B-57787). *GFP*^*RNAi*^ transgenic line was generated according to standard procedures. *CP190*^*H31-2*^ [64]. *Pds5*^*e6*^, *Vtd*^*ex3*^, *Vtd*^*ex3*^,*tub-Rad21-myc*, *In(1)w*^*m4*^, GAL4 lines (*da-GAL4*, *nub-GAL4*, *69B-GAL4* and *Act5C-GAL4*) and Polycomb mutations (*Pc*^*1*^, *Pc*^*3*^ and *Pc*^*15*^) were obtained from BDSC. *da-GAL4* line does not contain the *mini-white* reporter gene to allow enhancer-blocking assays. *69B-GAL4* was used to drive moderate expression in larval salivary glands [65].

*Haspin* cDNA (LD07633 from *Drosophila* Genomics Resource Center) was cloned to be expressed under the control of either 3 kb of *haspin* 5’ genomic sequences (*haspin*^*PROM*^) or UAS sequences (tagged HA versions of the protein either wild-type, *UAS-haspin-HA*, or with point mutations in the kinase domain, *UAS-haspin*^*H420A*^*-HA* and *UAS-haspin*^*K282M*^*-HA*). Details of the constructs are available upon request. *UAS-Pds5-HA-Flag* construct was obtained from DGRC (UFO12474). Transgenic lines with these constructs were obtained via phiC31-mediated integration [62].

Longevity assays were performed with 80 newly hatched either females or males housed at 20 flies/vial and transferred to fresh vials every 5 days. For the fertility test, newly hatched females or males were mated with 3 *w* virgin individuals of the opposite sex and at least ten crosses for control and *haspin*^*128*^ mutant flies were set up simultaneously. Flies were transferred into fresh vials with 3 new *w* flies of the opposite sex every 5 days until they were 20-day old. The progenies of each cross were counted excluding vials that did not contain all four flies alive at the end of each 5-day mating period.

### Antibodies

Rat αhaspin polyclonal antibodies were raised against bacterially expressed recombinant protein containing amino acids 1–316 of haspin and were validated in western blot, immunostaining and immunoprecipitation assays giving specific signal only in IP assays (IP 3μl). Rabbit αCP190 is described in [66] (WB 1:5,000) and rat αCenp-C is a gift from F. Azorin (IF 1:200). Commercially available antibodies used were as follows: rat αHA (Roche 1867423, WB 1:500, IF 1:100), rabbit αH3 (Cell Signaling 9715, WB 1:5000), mouse αlaminDm0 (Developmental Studies Hybridoma Bank ADL67, WB 1:2,500, IF 1:500), rabbit αH3T3ph (Millipore 07–424, IF 1:100, Millipore 04–746, ChIP 3μl), rabbit αPc (Santa Cruz Biotech, WB 1:500, ChIP 3μl), mouse αmyc (Millipore 05–724, WB 1:1000).

### Immunostaining experiments

Immunostaining of larval salivary glands, polytene chromosomes and neuroblast squashes were performed as described elsewhere [66,67,68]. For visualization, slides were mounted in Mowiol (Calbiochem-Novabiochem) containing 0.2ng/ml DAPI (Sigma) and visualized in a confocal Leica TCS SP2-AOBS microscope. Images were acquired and processed using ImageJ (http://imagej.nih.gov/ij/) and Adobe Photoshop software. At least three independent biological replicates were performed.

### Quantification of immunofluorescence images

Mean grey areas (nuclei) or intensities (polytene chromosomes) were calculated using ImageJ on thresholded images at DAPI masked regions of interest running Analyze particles plugin on the FeatureJ.

### Coimmunoprecipitation experiments

Assays were performed with extracts prepared from *Drosophila* salivary glands. Cells were lysed with 0.5% NP40, 300mM NaCl, 50mM Tris pH8, 5mM EDTA and protease inhibitors. Incubation with αhaspin, αFlag or no antibodies was performed at 4°C. After incubation with Protein A/G Agarose (Santa Cruz Biotech), beads were pelleted by centrifugation, washed and analysed by Western-blot. At least two independent biological replicates were performed.

### Biochemical fractionation

3–21 hours old embryos, collected in juice agar plates and dechorionated, were subjected to loose dounce in ENB buffer (0.3M sucrose, 10mM Tris-HCl pH 8, 60mM KCl, 15mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.5mM spermidine, 0.15mM spermine, 0.1mM PMSF and Protease Inhibitor Cocktail). Centrifugation was carried out for 5 min at 2,300g resulting in supernatant (cytoplasm + some nuclear soluble fraction) and pellet (nuclei). The pellet was incubated in CSK buffer (0.3M sucrose, 10mM Hepes pH 7.9, 250mM NaCl, 3mM MgCl_2_, 0.05mM CaCl_2_, 0.5mM DTT, 0.1mM PMSF and Protease Inhibitor Cocktail) for 5 min at 0°C and centrifuged to obtain the nuclear soluble fraction. Then, the pellet was incubated in CSK buffer containing 10U DNAseI for 15 min at 37°C and NaCl was added to 2M final concentration. After 5 min at 0°C samples were centrifuged to obtain the high-salt chromatin fraction and the remaining pellet containing the nuclear matrix fraction was solubilized in 8M Urea, 0.1M NaH_2_PO_4_, 10mM Tris-HCl pH8. To be able to compare protein amounts in the different fractions equal buffer volumes were used for all fractionation steps except for the first one, which was carried out in a large volume (2x) to purify properly nuclei. Then, double volume of this fraction with respect to the others were subjected to SDS-PAGE and immunoblotted with the indicated antibodies.

### Chromatin purification

Nuclei from 0–4 and 20–24 hours embryos were prepared as described in the biochemical fractionation procedure. Nuclei were crosslinked for 10 min in PBS with 1% formaldehyde. 0.125M glycine (final concentration) was added to stop reaction and nuclei were pelleted by centrifugation at 2,300g for 5 min. Nuclei were washed sequentially for 10 min each in WA (0.25% Triton X-100, 10mM Tris-HCl pH8, 10mM EDTA, 0.5mM EGTA), WB (0.2M NaCl, 10mM Tris-HCl pH8, 1mM EDTA, 0.5mM EGTA) and WC (1% SDS, 10mM Tris-HCl pH8, 1mM EDTA). To revers crosslinks pellets were resuspended in 25mM Tris-HCl pH6.8, 4.4% glycerol, 1% SDS, 5% 2-mercaptoethanol, 0.005% bromophenol blue and incubated for 20 min at 95°C. Samples were subjected to SDS-PAGE and immunoblotted with the indicated antibodies.

### Quantitative RT-qPCR

Total RNAs were extracted with TRIzol Reagent (Life Technologies), purified with RNeasy Mini Kit (QIAGEN) and treated with DNAseI (QIAGEN). cDNAs were prepared from 0.8 μg of RNA using the Transcriptor First Strand cDNA Synthesis Kit (Roche) and oligo-dT primers.–RT controls were included in qPCR reactions to discard genomic DNA contamination. qPCR was performed on Roche LightCycler 480 System (Roche) using LightCycler 480 SYBER Green I Master (Roche). Primers used are listed in S1 Table. Three independent biological replicates for each genotype were performed.

### DNA content analysis

DNA from S2 cells and 20 larval salivary glands either WT or *haspin*^*86*^ was extracted by standard methods. DNA content was calculated by real-time qPCR. The logarithm values of 3 quantities of DNA standard (S2 cells) in 10-fold dilutions and the corresponding cycle numbers (Ct value) of actin gene amplification were used to perform linear regression. This standard was used to calculate the relative DNA content in WT and *haspin*^*86*^ mutant salivary glands (see S6C Fig in supporting information spreadsheet form).

### ChIP experiments

For ChIP, chromatin from S2 cells was fixed in 1.8% formaldehyde for 10 min at room temperature. Cells were sonicated in TE containing 0.1% SDS in a Diagenode Bioruptor. *Drosophila* brains of third-instar larvae were fixed in 1% formaldehyde for 15 min at room temperature. Brains were resuspended in 10mM Tris-HCl pH 8, 10mM NaCl, 0.2% NP-40 and manually homogenizated. After centrifugation pellet was resuspended in lysis buffer (50mM Tris-HCl pH8, 10mM EDTA and 1% SDS) and incubated for 20 min at room temperature. A 0.5x volume of dilution buffer (1.1% Triton X100, 16.7mM Tris-HCl pH8, 2mM EDTA, 167mM NaCl) was added and chromatin was sonicated in a Branson sonifier. Samples from S2 cells and brains were immunoprecipitated in RIPA buffer (140mM NaCl, 10mM Tris-HCl pH8, 1mM EDTA, 1% Triton X100, 0.1% SDS, 0.1% sodium deoxycholate) with Protein A Sepharose. For ChIP-qPCR, three independent biological replicates were analyzed. Primers used are listed in S1 Table. ChIP-seq libraries for Illumina sequencing were constructed following manufacture’s protocols.

## Supporting information

S1 Fig Transgenic lines used in enhancer-blocking assays. A) Diagram of the reporter used in enhancer-blocking assays. **E** corresponds to *White* enhancer sequences (X: 2798339–2796777) that contain the eye enhancer [70]. **RE** indicates the different regulatory elements and *mini-white* is the reporter gene. B) Scheme of *Abd-B* genomic region with the regulatory elements used in this study. **B** indicates boundary/insulator element and **P** indicates PRE. C) Locations of the fragments corresponding to the regulatory elements in the different transgenic lines are indicated.
(TIF) Click here for additional data file.

S2 Fig Phenotypes of *Drosophila* haspin mutant alleles. A) Scheme of *haspin* genomic organization in *haspin*^*86*^ and *haspin*^*128*^ mutant lines. Location of the P element is indicated by a triangle and deleted sequences in line *haspin*^*128*^ are indicated in grey. B) *Haspin* transcriptional levels normalized to *Actin5C* as fold changes relative to control in *haspin*^*86*^ and *haspin*^*128*^ mutant larvae. n = 3, means and s.d. are shown. C) Survival curves for wild-type and *haspin*^*128*^ adult flies. n≥5, means and s.d. are shown. D) Fertility test: progenies of wild-type and *haspin*^*128*^ flies of the indicated ages were counted and plotted (n≥20). In these tests *haspin*^*128*^ females did not survive more than 15–20 days. Statistical significance (*p<0.05, **p<0.01 and ***p<0.001) was determined by Student’s *t*-test (panels in B and C) or Wilcoxon test (panels in D).
(TIF) Click here for additional data file.

S3 Fig Mitotic defects in haspin mutant backgrounds. A) Immunolocalization at higher magnification of H3T3ph (green) and Cenp-C (red) on chromosome spreads prepared from wild-type and *haspin*^*128*^ *Drosophila* larval brains arrested in mitosis with colcemid. DNA is stained with DAPI (blue). Scale bars are 2 μm. B) Box plot showing quantification of inter-kinetochore distances in wild-type and *haspin*^*128*^ chromosome spreads. The inter-kinetochore distance was measured using the centromere marker Cenp-C in over 15 chromosomes. Distance was determined by drawing lines which length was calculated using the imageJ software. ***p<0.001 as determined by Wilcoxon test.
(TIF) Click here for additional data file.

S4 Fig Haspin is required for Pds5-chromatin interaction. A) Western blot analysis using αHA of salivary gland extracts from larvae that express haspin-HA under the control of *Actin5C* promoter that were subjected to immunoprecipitation with αhaspin. Input corresponds to 10% of the immunoprecipitated material. B) Western blot analysis using αFlag of salivary gland extracts from larvae that express Pds5-HA-Flag under the control of *nubbin* promoter that were subjected to immunoprecipitation with αhaspin or αFlag. Input corresponds to 10% of the immunoprecipitated material. C) *Pds5* transcriptional levels normalized to *Actin5C* as fold changes relative to control in *haspin*^*128*^ mutant *Drosophila* third-instar larvae (L) and salivary glands of third-instar larvae (SG). n = 3, means and s.d. are shown. D) *Drosophila* salivary glands of third-instar larvae that express Pds5-HA under the control of *nubbin* promoter in wild-type (upper panels) or haspin RNAi background (lower panels) immunostained with antibodies against HA. DNA is stained with DAPI.
(TIF) Click here for additional data file.

S5 Fig Haspin modulates cohesin-chromatin interactions. A) Western blot analysis using αmyc of salivary gland extracts from larvae that express ubiquitously Rad21-myc in a Rad21 mutant background that were subjected to immunoprecipitation with αhaspin. Input corresponds to 10% of the immunoprecipitated material. B) Representative polytene chromosome spreads from salivary glands of third-instar larvae that express Rad21-myc, under the control of *tubulin* promoter in a Rad21 mutant background (*Vtd*^*ex3*^), in control (upper panels) or *haspin*^*128*^ mutant background (lower panels) immunostained with antibodies against myc (red) and CP190 (green). C) *Rad21* transcriptional levels normalized to *Actin5C* as fold changes relative to control in *haspin*^*128*^ mutant *Drosophila* third-instar larvae (L) and salivary glands of third-instar larvae (SG). n = 3, means and s.d. are shown. D) Western blot analysis using αmyc (upper row) of chromatin extracts from *Drosophila* embryos from 0–4 h (left panel) and 20–24 h (right panel) after egg laying that express Rad21-myc in a Rad21 mutant background (*Vtd*^*ex3*^) in control or *haspin*^*128*^ mutant backgrounds. Antibodies to H3 were used for the loading control (bottom row). E) Rad21-myc protein levels normalized to H3 in chromatin extracts of control or *haspin*^*128*^ mutant *Drosophila* embryos. Error bars are s.d. of three independent biological replicates. Differences in chromatin associated Rad21 are statically significant (*p<0.05 and **p<0.01 as determined by Student’s *t*-test).
(TIF) Click here for additional data file.

S6 Fig Haspin Kinase is localized at the nuclear matrix and modulates nuclear architecture. A) Biochemical fractionation of *Drosophila* embryos that express haspin-HA under the control of *Actin5C* promoter. Aliquots of cytoplasm + nuclear soluble (lane 1), nuclear soluble (lane 2), chromatin (lane 3) and nuclear matrix (lane 4) fractions were subjected to SDS-PAGE and immunoblotted with the indicated antibodies. B) Immunostaining of *Drosophila* salivary glands with DAPI in larvae of the indicated genotypes. Scale bars represent 50 μm. C) Relative DNA content in wild-type and *haspin*^*86*^ *Drosophila* larval salivary glands. n = 3, means and s.d. are shown. D) Western blot analysis of larval salivary gland protein extracts of control and overexpression of either wild-type protein (nub *> haspin-HA*) or mutated proteins in the kinase domain (nub *> haspin*^*H420A*^*HA* and nub *> haspin*^*K282M*^*HA*) using antibodies to HA (upper row). Antibodies to H3 were used for the loading control (bottom row).
(TIF) Click here for additional data file.

S7 Fig Genomic distribution of H3T3ph. A) Proportion of H3T3ph peaks that overlap modENCODE HP1a enriched regions. Association was analyzed using overlap permutation tests with the *overlapPermTest* function from the *regioneR* package version 1.14.0 using 5000 permutations and default options. The z-score numerical measurement indicates the strength of the association. B) Proportion of H3T3ph peaks in the 9 chromatin states characterized by [34]. State 1 (red) active promoters and transcription start sites; state 2 (yellow) transcript elongation; states 3 and 4 (light and bright green) regulatory regions; state 5 (green-blue) active male X chromosome; state 6 (light blue) PcG regions; state 7 (dark blue) centromeric heterochromatin and chromosome 4; state 8 (purple) other heterochromatin; state 9 (pink) other silent domains. z-score in permutation tests is indicated below (blue and red indicate negative and positive values respectively). C) Proportion of euchromatic H3T3ph peaks, which were defined as those not overlapping with chromatin state 7, in chromatin states characterized by [34].
(TIF) Click here for additional data file.

S8 Fig Genomic distribution of H3T3ph at euchromatin. A) ChIP-seq data for H3T3ph over a region of 800 kb in chromosome 3 that contains the Antennapedia complex. Binding profiles of CP190 and Ibf2 [66], Pol II S5ph and H3K27me3 (modENCODE data) and lamin Dm0 [69] are depicted. High, low and no signal for H3T3ph, H3K27me3 and lamin Dm0 are indicated below by black, grey and white bars respectively. B) Whole genome colocalization of H3T3ph with Pol II S2ph/S5ph.
(TIF) Click here for additional data file.

S9 Fig Haspin mutant backgrounds enhance Pc-associated phenotypes. A) Frequencies of male L2-L1 and female W-H homeotic transformations in a *Pc*^*3*^ heterozygous mutant background either expressing or not *haspin*^*RNAi*^ under the control of the Actin5C promoter at 25°C. Increasing temperature to 29°C caused male lethality and only female W-H transformations were scored. n = 3, over 50 and 8 individuals scored at 25°C and 29°C respectively. ***p<0.001 as determined by *z*-test. B) The percentage of homozygous F7^5F24^ transgenic females at 25°C showing normal wings (0) and wing blade destruction in one (1) or both (2) wings in wild-type and haspin mutant flies is presented. n indicates number of females scored. C) Frequencies of homeotic transformations in flies heterozygous for *Pc*^*3*^ mutation in either wild-type or heterozygous mutant backgrounds for cohesin complex components. n = 3, over 50 individuals scored. No significant differences as determined by *z*-test.
(TIF) Click here for additional data file.

S1 Table Primers used in RT-qPCR and ChIP-qPCR. (DOCX) Click here for additional data file.

S1 Text Bioinformatics analyses of ChIP-Seq data. (DOCX) Click here for additional data file.

S1 Data Spreadsheet with numerical data used to generate graphs in all Figures. (XLSX) Click here for additional data file.

## References

[1] DixonJR, GorkinDU, RenB (2016) Chromatin Domains: The Unit of Chromosome Organization. Molecular cell 62: 668–680. 10.1016/j.molcel.2016.05.018 27259200PMC5371509

[2] RowleyMJ, CorcesVG (2016) The three-dimensional genome: principles and roles of long-distance interactions. Curr Opin Cell Biol 40: 8–14. 10.1016/j.ceb.2016.01.009 26852111PMC4887315

[3] AliT, RenkawitzR, BartkuhnM (2016) Insulators and domains of gene expression. Current opinion in genetics & development 37: 17–26.2680228810.1016/j.gde.2015.11.009

[4] Cubenas-PottsC, CorcesVG (2015) Architectural proteins, transcription, and the three-dimensional organization of the genome. FEBS Lett 589: 2923–2930. 10.1016/j.febslet.2015.05.025 26008126PMC4598269

[5] MerkenschlagerM, NoraEP (2016) CTCF and Cohesin in Genome Folding and Transcriptional Gene Regulation. Annu Rev Genomics Hum Genet 17: 17–43. 10.1146/annurev-genom-083115-022339 27089971

[6] VogelmannJ, Le GallA, DejardinS, AllemandF, GamotA, et al (2014) Chromatin insulator factors involved in long-range DNA interactions and their role in the folding of the Drosophila genome. PLoS genetics 10: e1004544 10.1371/journal.pgen.1004544 25165871PMC4148193

[7] Cruz-MolinaS, RespuelaP, TebartzC, KolovosP, NikolicM, et al (2017) PRC2 Facilitates the Regulatory Topology Required for Poised Enhancer Function during Pluripotent Stem Cell Differentiation. Cell Stem Cell 20: 689–705 e689. 10.1016/j.stem.2017.02.004 28285903

[8] EagenKP, AidenEL, KornbergRD (2017) Polycomb-mediated chromatin loops revealed by a subkilobase-resolution chromatin interaction map. Proc Natl Acad Sci U S A 114: 8764–8769. 10.1073/pnas.1701291114 28765367PMC5565414

[9] EntrevanM, SchuettengruberB, CavalliG (2016) Regulation of Genome Architecture and Function by Polycomb Proteins. Trends Cell Biol 26: 511–525. 10.1016/j.tcb.2016.04.009 27198635

[10] LiL, LyuX, HouC, TakenakaN, NguyenHQ, et al (2015) Widespread rearrangement of 3D chromatin organization underlies polycomb-mediated stress-induced silencing. Molecular cell 58: 216–231. 10.1016/j.molcel.2015.02.023 25818644PMC4402144

[11] SchwartzYB, CavalliG (2017) Three-Dimensional Genome Organization and Function in Drosophila. Genetics 205: 5–24. 10.1534/genetics.115.185132 28049701PMC5223523

[12] CleardF, MoshkinY, KarchF, MaedaRK (2006) Probing long-distance regulatory interactions in the Drosophila melanogaster bithorax complex using Dam identification. Nat Genet 38: 931–935. 10.1038/ng1833 16823379

[13] LanzuoloC, RoureV, DekkerJ, BantigniesF, OrlandoV (2007) Polycomb response elements mediate the formation of chromosome higher-order structures in the bithorax complex. Nat Cell Biol 9: 1167–1174. 10.1038/ncb1637 17828248

[14] MoshkovichN, NishaP, BoylePJ, ThompsonBA, DaleRK, et al (2011) RNAi-independent role for Argonaute2 in CTCF/CP190 chromatin insulator function. Genes & development 25: 1686–1701.2185253410.1101/gad.16651211PMC3165934

[15] LiHB, MullerM, BahecharIA, KyrchanovaO, OhnoK, et al (2011) Insulators, not Polycomb response elements, are required for long-range interactions between Polycomb targets in Drosophila melanogaster. Molecular and cellular biology 31: 616–625. 10.1128/MCB.00849-10 21135119PMC3028641

[16] DaiJ, SultanS, TaylorSS, HigginsJM (2005) The kinase haspin is required for mitotic histone H3 Thr 3 phosphorylation and normal metaphase chromosome alignment. Genes & development 19: 472–488.1568161010.1101/gad.1267105PMC548948

[17] DaiJ, SullivanBA, HigginsJM (2006) Regulation of mitotic chromosome cohesion by Haspin and Aurora B. Developmental cell 11: 741–750. 10.1016/j.devcel.2006.09.018 17084365

[18] BroadAJ, DeLucaKF, DeLucaJG (2020) Aurora B kinase is recruited to multiple discrete kinetochore and centromere regions in human cells. J Cell Biol 219.10.1083/jcb.201905144PMC705500832028528

[19] HaddersMA, HindriksenS, TruongMA, MhaskarAN, WopkenJP, et al (2020) Untangling the contribution of Haspin and Bub1 to Aurora B function during mitosis. J Cell Biol 219.10.1083/jcb.201907087PMC705498832027339

[20] WangF, DaiJ, DaumJR, NiedzialkowskaE, BanerjeeB, et al (2010) Histone H3 Thr-3 phosphorylation by Haspin positions Aurora B at centromeres in mitosis. Science 330: 231–235. 10.1126/science.1189435 20705812PMC2967368

[21] GotoY, YamagishiY, Shintomi-KawamuraM, AbeM, TannoY, et al (2017) Pds5 Regulates Sister-Chromatid Cohesion and Chromosome Bi-orientation through a Conserved Protein Interaction Module. Current biology: CB 27: 1005–1012. 10.1016/j.cub.2017.02.066 28343969

[22] LiangC, ChenQ, YiQ, ZhangM, YanH, et al (2018) A kinase-dependent role for Haspin in antagonizing Wapl and protecting mitotic centromere cohesion. EMBO Rep 19: 43–56. 10.15252/embr.201744737 29138236PMC5757254

[23] ZhouL, LiangC, ChenQ, ZhangZ, ZhangB, et al (2017) The N-Terminal Non-Kinase-Domain-Mediated Binding of Haspin to Pds5B Protects Centromeric Cohesion in Mitosis. Current biology: CB 27: 992–1004. 10.1016/j.cub.2017.02.019 28343965

[24] KellyAE, GhenoiuC, XueJZ, ZierhutC, KimuraH, et al (2010) Survivin reads phosphorylated histone H3 threonine 3 to activate the mitotic kinase Aurora B. Science 330: 235–239. 10.1126/science.1189505 20705815PMC3177562

[25] GhenoiuC, WheelockMS, FunabikiH (2013) Autoinhibition and Polo-dependent multisite phosphorylation restrict activity of the histone H3 kinase Haspin to mitosis. Molecular cell 52: 734–745. 10.1016/j.molcel.2013.10.002 24184212PMC3865225

[26] ZhouL, TianX, ZhuC, WangF, HigginsJM (2014) Polo-like kinase-1 triggers histone phosphorylation by Haspin in mitosis. EMBO Rep 15: 273–281. 10.1002/embr.201338080 24413556PMC3989693

[27] HigginsJM (2010) Haspin: a newly discovered regulator of mitotic chromosome behavior. Chromosoma 119: 137–147. 10.1007/s00412-009-0250-4 19997740PMC2839057

[28] RiederCL, PalazzoRE (1992) Colcemid and the mitotic cycle. J Cell Sci 102 (Pt 3): 387–392.150642110.1242/jcs.102.3.387

[29] BaylissR, FryA, HaqT, YeohS (2012) On the molecular mechanisms of mitotic kinase activation. Open Biol 2: 120136 10.1098/rsob.120136 23226601PMC3513839

[30] RemeseiroS, LosadaA (2013) Cohesin, a chromatin engagement ring. Curr Opin Cell Biol 25: 63–71. 10.1016/j.ceb.2012.10.013 23219370

[31] MarascaF, MarulloF, LanzuoloC (2016) Determination of Polycomb Group of Protein Compartmentalization Through Chromatin Fractionation Procedure. Methods Mol Biol 1480: 167–180. 10.1007/978-1-4939-6380-5_15 27659984

[32] OngCT, Van BortleK, RamosE, CorcesVG (2013) Poly(ADP-ribosyl)ation regulates insulator function and intrachromosomal interactions in Drosophila. Cell 155: 148–159. 10.1016/j.cell.2013.08.052 24055367PMC3816015

[33] EswaranJ, PatnaikD, FilippakopoulosP, WangF, SteinRL, et al (2009) Structure and functional characterization of the atypical human kinase haspin. Proc Natl Acad Sci U S A 106: 20198–20203. 10.1073/pnas.0901989106 19918057PMC2777956

[34] KharchenkoPV, AlekseyenkoAA, SchwartzYB, MinodaA, RiddleNC, et al (2011) Comprehensive analysis of the chromatin landscape in Drosophila melanogaster. Nature 471: 480–485. 10.1038/nature09725 21179089PMC3109908

[35] ElginSC, ReuterG (2013) Position-effect variegation, heterochromatin formation, and gene silencing in Drosophila. Cold Spring Harb Perspect Biol 5: a017780 10.1101/cshperspect.a017780 23906716PMC3721279

[36] BargesS, MihalyJ, GalloniM, HagstromK, MullerM, et al (2000) The Fab-8 boundary defines the distal limit of the bithorax complex iab-7 domain and insulates iab-7 from initiation elements and a PRE in the adjacent iab-8 domain. Development 127: 779–790. 1064823610.1242/dev.127.4.779

[37] KarchF, GalloniM, SiposL, GauszJ, GyurkovicsH, et al (1994) Mcp and Fab-7: molecular analysis of putative boundaries of cis-regulatory domains in the bithorax complex of Drosophila melanogaster. Nucl Acids Res 22: 3138–3146. 10.1093/nar/22.15.3138 7915032PMC310287

[38] Perez-LluchS, CuarteroS, AzorinF, EspinasML (2008) Characterization of new regulatory elements within the Drosophila bithorax complex. Nucl Acids Res 36: 6926–6933. 10.1093/nar/gkn818 18978017PMC2588531

[39] CapdevilaMP, BotasJ, Garcia-BellidoA (1986) Genetic interactions between the Polycomb locus and the Antennapedia and Bithorax complexes of Drosophila. Roux Arch Dev Biol 195: 417–432. 10.1007/BF00375746 28305404

[40] LewisEB (1978) A gene complex controlling segmentation in Drosophila. Nature 276: 565–570. 10.1038/276565a0 103000

[41] SimonJ, ChiangA, BenderW (1992) Ten different Polycomb group genes are required for spatial control of the abdA and AbdB homeotic products. Development 114: 493–505. 135053310.1242/dev.114.2.493

[42] HagstromK, MullerM, SchedlP (1997) A Polycomb and GAGA Dependent Silencer Adjoins the Fab-7 Boundary in the Drosophila Bithorax Complex. Genetics 146: 1365–1380. 925868010.1093/genetics/146.4.1365PMC1208081

[43] RankG, PrestelM, ParoR (2002) Transcription through intergenic chromosomal memory elements of the Drosophila bithorax complex correlates with an epigenetic switch. Molecular and cellular biology 22: 8026–8034. 10.1128/mcb.22.22.8026-8034.2002 12391168PMC134728

[44] ZinkD, ParoR (1995) Drosophila Polycomb-group regulated chromatin inhibits the accessibility of a trans-activator to its target DNA. The EMBO journal 14: 5660–5671. 852182310.1002/j.1460-2075.1995.tb00253.xPMC394681

[45] CanudasS, PerezS, FantiL, PimpinelliS, SinghN, et al (2005) dSAP18 and dHDAC1 contribute to the functional regulation of the Drosophila Fab-7 element. Nucl Acids Res 33: 4857–4864. 10.1093/nar/gki776 16135462PMC1196206

[46] CuadradoA, Gimenez-LlorenteD, KojicA, Rodriguez-CorsinoM, CuarteroY, et al (2019) Specific Contributions of Cohesin-SA1 and Cohesin-SA2 to TADs and Polycomb Domains in Embryonic Stem Cells. Cell Rep 27: 3500–3510 e3504. 10.1016/j.celrep.2019.05.078 31216471PMC7057268

[47] SchaafCA, MisulovinZ, GauseM, KoenigA, GoharaDW, et al (2013) Cohesin and polycomb proteins functionally interact to control transcription at silenced and active genes. PLoS genetics 9: e1003560 10.1371/journal.pgen.1003560 23818863PMC3688520

[48] BernsteinBE, KamalM, Lindblad-TohK, BekiranovS, BaileyDK, et al (2005) Genomic maps and comparative analysis of histone modifications in human and mouse. Cell 120: 169–181. 10.1016/j.cell.2005.01.001 15680324

[49] HeintzmanND, StuartRK, HonG, FuY, ChingCW, et al (2007) Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat Genet 39: 311–318. 10.1038/ng1966 17277777

[50] VarierRA, OutchkourovNS, de GraafP, van SchaikFM, EnsingHJ, et al (2010) A phospho/methyl switch at histone H3 regulates TFIID association with mitotic chromosomes. The EMBO journal 29: 3967–3978. 10.1038/emboj.2010.261 20953165PMC3020634

[51] YiQ, ChenQ, LiangC, YanH, ZhangZ, et al (2018) HP1 links centromeric heterochromatin to centromere cohesion in mammals. EMBO Rep 19.10.15252/embr.201745484PMC589143529491004

[52] OgiyamaY, SchuettengruberB, PapadopoulosGL, ChangJM, CavalliG (2018) Polycomb-Dependent Chromatin Looping Contributes to Gene Silencing during Drosophila Development. Molecular cell 71: 73–88 e75. 10.1016/j.molcel.2018.05.032 30008320

[53] NishiyamaT, LadurnerR, SchmitzJ, KreidlE, SchleifferA, et al (2010) Sororin mediates sister chromatid cohesion by antagonizing Wapl. Cell 143: 737–749. 10.1016/j.cell.2010.10.031 21111234

[54] VaurS, FeytoutA, VazquezS, JaverzatJP (2012) Pds5 promotes cohesin acetylation and stable cohesin-chromosome interaction. EMBO Rep 13: 645–652. 10.1038/embor.2012.72 22640989PMC3388792

[55] FolcoHD, McCueA, BalachandranV, GrewalSIS (2019) Cohesin Impedes Heterochromatin Assembly in Fission Yeast Cells Lacking Pds5. Genetics.10.1534/genetics.119.302256PMC672779731278118

[56] DaubanL, MontagneR, ThierryA, Lazar-StefanitaL, BastieN, et al (2020) Regulation of Cohesin-Mediated Chromosome Folding by Eco1 and Other Partners. Molecular cell 77: 1279–1293 e1274. 10.1016/j.molcel.2020.01.019 32032532

[57] WutzG, VarnaiC, NagasakaK, CisnerosDA, StocsitsRR, et al (2017) Topologically associating domains and chromatin loops depend on cohesin and are regulated by CTCF, WAPL, and PDS5 proteins. The EMBO journal 36: 3573–3599. 10.15252/embj.201798004 29217591PMC5730888

[58] Tark-DameM, JerabekH, MandersEM, van der WaterenIM, HeermannDW, et al (2014) Depletion of the chromatin looping proteins CTCF and cohesin causes chromatin compaction: insight into chromatin folding by polymer modelling. PLoS Comput Biol 10: e1003877 10.1371/journal.pcbi.1003877 25299688PMC4191888

[59] AmoussouNG, BigotA, RoussakisC, RobertJH (2018) Haspin: a promising target for the design of inhibitors as potent anticancer drugs. Drug Discov Today 23: 409–415. 10.1016/j.drudis.2017.10.005 29031622

[60] NespoliA, VercilloR, di NolaL, DianiL, GiannattasioM, et al (2006) Alk1 and Alk2 are two new cell cycle-regulated haspin-like proteins in budding yeast. Cell Cycle 5: 1464–1471. 10.4161/cc.5.13.2914 16855400

[61] YamagishiY, HondaT, TannoY, WatanabeY (2010) Two histone marks establish the inner centromere and chromosome bi-orientation. Science 330: 239–243. 10.1126/science.1194498 20929775

[62] BischofJ, MaedaRK, HedigerM, KarchF, BaslerK (2007) An optimized transgenesis system for Drosophila using germ-line-specific phiC31 integrases. Proc Natl Acad Sci U S A 104: 3312–3317. 10.1073/pnas.0611511104 17360644PMC1805588

[63] EphrussiB, HeroldJL (1944) Studies of Eye Pigments of Drosophila. I. Methods of Extraction and Quantitative Estimation of the Pigment Components. Genetics 29: 148–175. 1724711410.1093/genetics/29.2.148PMC1209240

[64] PaiC-Y, LeiEP, GhoshD, CorcesVG (2004) The Centrosomal Protein CP190 Is a Component of the gypsy Chromatin Insulator. Molecular Cell 16: 737–748. 10.1016/j.molcel.2004.11.004 15574329

[65] TulinA, NaumovaNM, MenonAK, SpradlingAC (2006) Drosophila poly(ADP-ribose) glycohydrolase mediates chromatin structure and SIR2-dependent silencing. Genetics 172: 363–371. 10.1534/genetics.105.049239 16219773PMC1456164

[66] CuarteroS, FresanU, ReinaO, PlanetE, EspinasML (2014) Ibf1 and Ibf2 are novel CP190-interacting proteins required for insulator function. The EMBO journal 33: 637–647. 10.1002/embj.201386001 24502977PMC3989656

[67] Font-BurgadaJ, RossellD, AuerH, AzorinF (2008) Drosophila HP1c isoform interacts with the zinc-finger proteins WOC and Relative-of-WOC to regulate gene expression. Genes & development 22: 3007–3023.1898147810.1101/gad.481408PMC2577788

[68] Torras-LlortM, Medina-GiroS, Moreno-MorenoO, AzorinF (2010) A conserved arginine-rich motif within the hypervariable N-domain of Drosophila centromeric histone H3 (CenH3) mediates BubR1 recruitment. PLoS One 5: e13747 10.1371/journal.pone.0013747 21060784PMC2966416

[69] van BemmelJG, PagieL, BraunschweigU, BrugmanW, MeulemanW, et al (2010) The insulator protein SU(HW) fine-tunes nuclear lamina interactions of the Drosophila genome. PLoS One 5: e15013 10.1371/journal.pone.0015013 21124834PMC2991331

[70] VazquezJ, SchedlP (1994) Sequences required for enhancer blocking activity of scs are located within two nuclease-hypersensitive regions. The EMBO journal 13: 5984–5993. 781343610.1002/j.1460-2075.1994.tb06944.xPMC395574

# Supplementary material for: Haspin kinase modulates nuclear architecture and Polycomb-dependent gene silencing
**Source:** PLoS Genet. 2020 Aug 4;16(8):e1008962. doi: 10.1371/journal.pgen.1008962
**Supplement:** S1 Table

**Table S1.** Primers used in RT-qPCR and ChIP-qPCR

| Haspin F  RT-qPCR | CTGGTCATCGTTTTCACCCA |
| --- | --- |
| Haspin R | CCTGTGAACTTTCGTATTGATGC |
| Actin5C F | GCGCGGTTACTCTTTCACCA |
| Actin5C R | ATGTCACGGACGATTTCACG |
| Abdominal-B F | TTACGGCTCCGGGTACTACG |
| Abdominal-B R | GGGTAAGGATAGGCGAACATGT |
| Pds5 F | GCCGTTGCGAATTTCCAAAA |
| Pds5 R | CATGATTGACTGTTCCGCCG |
| Rad21 F | TCAAGGAGACTCAACGCCAG |
| Rad21 R | GTCGTGATCCATCTCGCCAA |
| Pointed F  ChIP-qPCR | TCCATGTGTATGCGAGCGAG |
| Pointed R | CGAGTGCGGGACTTGTGTAT |
| Mcp C | TACACATAATACATGGCCGCG |
| Mcp T | AGGCAGCCATCAATGTTGC |
| Fab-7 C | GGAATACCGCACTGTCGTAGG |
| Fab-7 T | GCAGCCATCATGGATGTGAA |
| Fab-8 C | GCTTCCTACGGCATTTTTCT |
| Fab-8 T | GAATGGAACTCTTCGCTTGC |
| A prom F | GCATTAATTAGTCACTGCGCTTG |
| A prom R | GTTGGTGCGGCTCTCTTGT |
| B prom F | GGGCCATAAAACCCAAAATAA |
| B prom R | GACAAAGCCGCAGCGAAT |

# Supplementary material for: Haspin kinase modulates nuclear architecture and Polycomb-dependent gene silencing
**Source:** PLoS Genet. 2020 Aug 4;16(8):e1008962. doi: 10.1371/journal.pgen.1008962
**Supplement:** S1 Text

**Bioinformatics analyses of ChIP-Seq data**

For H3T3ph data, Illumina 50bp Single End FastQ data of Immunoprecipitated and Input DNA were aligned against the *dm3* genome using Bowtie 0.12.5 [1], using options *–v2 –m1*. Downstream analyses of aligned reads were performed using R 2.15 and Bioconductor [2]. The *htSeqTools* v.1.4.0 package [3] was used to detect and clean aligned data from overamplification artifacts using the *filterDuplReads* function with a False Discovery Rate of 0.01. Strand shift bias was corrected using the *alignPeaks* function with default settings. Enriched H3T3ph sites were detected with the *enrichedRegions* function using the options *minReads=10* and selecting as enriched regions those with a *Benjamini-Hochberg* pvalue < 0.05, and were annotated to overlapping and closest *Drosophila melanogaster* dm3 genomic features (Ensembl April 2014) using the *AnnotatePeakInBatch* function from the *ChIPpeakAnno* package [4] with the options *output='both', select='all', maxgap=0, PeakLocForDistance='middle', FeatureLocForDistance='TSS'*. 

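The option minReads sets a minimum of reads for testing. Listed regions were as narrow as 1 bp, and 262 of them were at most 10 bp wide, narrower than a single read. A minimum on the total reads of a stretch would not give such widths, while a minimum on the reads over each position would. Width was thus read as the length over which reads reach this depth, not as the full length that they span. The Benjamini-Hochberg p-value compares the IP reads of a region with its input reads, given the size of the 2 libraries. In the deposited list the lowest number of IP reads in a region is 10 and the highest p-value is 0.0497. For 487 regions the p-value is listed as 0. All 187 regions with 10 IP reads have no input read, and their p-value is 0.00907. The most input reads beside 11 IP reads is 1. The ratio that a region needed in order to pass therefore fell with its number of reads. Among regions with input reads, the lowest IP to input ratio was 4.52 for up to 20 IP reads and 1.67 for more than 20 and up to 100 IP reads. It was 1.17 for more than 100 and up to 1000 IP reads and 1.13 above that. A wide region can thus be listed with a small ratio, while a narrow one is listed only with a large ratio.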

The *rtracklayer* package 1.18.2 [5] was used to generate tracks for normalized IP/Input H3T3ph signal across the genome.

Additional quality control of raw and aligned data were performed using FastQC version 0.10 (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>).

In order to assess whole genome colocalization of H3T3ph with CP190/Ibf1/Ibf2 (NCBI GEO samples GSM1133263, GSM1133264 and GSM1133265), HP1a (modENCODE), Lamin Dm0 (NCBI GEO sample GSM509086), Pol II S2ph/S5ph (NCBI GEO samples GSM593411 and GSM593412), and H3K27me3 ChIP-Seq data (NCBI GEO sample GSM480157) original data was downloaded and normalized signal was computed using custom R scripts and compared using the *regionsCoverage* and *plotMeanCoverage* functions from the *htSeqTools* package. Whole genome overlap of H3T3ph enriched regions with those defined by the 9-state chromatin model in S2 cells [6] was computed in R. Statistical assessment of the overlap between H3T3ph (Whole genome and Euchromatin specific regions) and the 9 states of chromatin was performed using the overlapPermTest function from the regioneR package version 1.14.0 using 5000 permutations and default options. H3T3ph Euchromatin specific regions were defined as those not overlapping with chromatin state 7. The same steps were performed in order to assess overlap between H3T3ph and modENCODE S2 HP1a binding sites.

**References**

1. Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.

2. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, et al. (2004) Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5: R80.

3. Planet E, Attolini CS, Reina O, Flores O, Rossell D (2012) htSeqTools: high-throughput sequencing quality control, processing and visualization in R. Bioinformatics 28: 589-590.

4. Zhu LJ, Gazin C, Lawson ND, Pages H, Lin SM, et al. (2010) ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics 11: 237.

5. Lawrence M, Gentleman R, Carey V (2009) rtracklayer: an R package for interfacing with genome browsers. Bioinformatics 25: 1841-1842.

6. Kharchenko PV, Alekseyenko AA, Schwartz YB, Minoda A, Riddle NC, et al. (2011) Comprehensive analysis of the chromatin landscape in Drosophila melanogaster. Nature 471: 480-485.

How the deposited data were processed for this re-analysis (not part of the article)

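H3T3ph was measured by ChIP-seq in S2 cells with 1 IP library and 1 input library. The authors aligned single reads of 50 nt to dm3 with Bowtie 0.12.5, removed over-amplified reads, corrected strand shift and called enriched regions with htSeqTools 1.4.0 in R 2.15. The deposited list gives, for each of 6387 regions, the read counts of the 2 libraries, their RPKM values and a Benjamini-Hochberg p-value, all computed by the authors. The read counts are raw, the RPKM values are scaled to region width and to the reads of each library, and the deposited p-values were used only to rank regions. The input library enters only through the counts and RPKM beside those of the IP.

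From the list, the number, density and covered length of regions were computed by chromosome class, in the proximal and distal parts of the arms, in clusters and between the CP190 sites of Fig 4B and 4D. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Pooled IP to input ratios are the IP reads over the input reads, summed over the regions named and each scaled to its library total (21013056 and 23747069 reads, taken from the read counts and RPKM). They are given with 95% exact intervals on the reads, and shares of regions with 95% Wilson intervals. An interval on a density ratio treats regions as independent, which neighboring regions are not. The 1000 random placements kept the width of each region and used a fixed seed. The positions of the CP190 sites were read by eye from the axes of the figures before the list was opened. The same panels draw the H3T3ph peaks, so these borders were not chosen blind to them. The panels are examples that the authors chose.

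The rule for naming regions was also set before the data were examined. It names the clusters of Fig 4B and 4D and the 3 clusters of the distal arms with the most regions. No gene is named, because the annotation at hand was of Release 6 and coordinates were not converted. The code was tested on simulated regions. A density ratio of 20 planted between the heterochromatic scaffolds and the arms, over 4986 regions, was recovered as 20.0, and 50 of 50 planted clusters were found among 950 regions. The planted clusters were tighter than the gap allowed, so they check the code and not the definition. The exact interval held the true IP to input ratio in 96.0% of 1000 simulated regions. Those regions were not selected by a threshold, as the listed ones were, so this coverage need not hold for the list.

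The alternatives were the better part of the list by p-value, regions at least as wide as the median of 376 bp, regions within 500 bp joined into 1, covered bp in place of number, other lengths of the proximal part and other definitions of a cluster. The comparisons within classes of width, and those of regions with high ratios, were chosen after the data had been seen. The HP1a, lamin Dm0, RNA polymerase II, H3K27me3, CP190 and Ibf2 profiles and the map of chromatin states were not used here, so the overlap tests of the paper were not repeated.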

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

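All tests in this part were chosen after the results had been seen. The design has 1 cell line and 1 condition, so no biological explanation was tested.

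The paper does not discuss an interval on X from 2683975 to 2690757, which holds 5 enriched regions over 6783 bp, above the reads of the input library. Of the 3089 regions of at least 400 bp in the list, 4 had an IP to input ratio of 5 or more, and 3 of these lie in the interval. They run from 2684733 to 2686800 (805 IP and 179 input reads, ratio 5.08), from 2686804 to 2687274 (150 and 33 reads, ratio 5.14) and from 2690184 to 2690757 (262 and 58 reads, ratio 5.10). Pooled, their ratio was 5.09 (interval from 4.46 to 5.83). The highest ratio among the other 1555 arm regions of at least 400 bp was 2.89, and it belonged to the region at the left end of the same interval. The interval has a gap of 2745 bp without an enriched region.

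Counting error in regions picked for a high ratio is argued against, since the lower limit of the pooled ratio stayed at 3.83 after Bonferroni adjustment for the number of wide regions, above the median of 1.44 of the other arm regions. A low input depth stays open as a part of the cause. The input RPKM over the 3 regions was 3.65, below the lowest value of 5.36 among the 40 wide regions of distal X outside the interval. Their IP RPKM was 18.6, above the median of 12.2 of those regions, but inside their range, as 1 of the 40 had a slightly higher value. Extra copies of this DNA in the IP library, for instance from a plasmid or a transgene, might also give a single sharp interval with an even ratio. The ratios of the 3 regions did not differ (chi-square test on the reads, p = 0.999). That test decides little, because 90.7% of 516 sets of 3 neighboring wide regions in the arms did not differ at the 0.05 level either. The other regions of the interval, from 2683975 to 2684716 and from 2690020 to 2690182, had lower ratios of 2.89 and 3.11, and over the whole interval the ratios did differ (chi-square test on the reads, p = 7.91e-05). Extra copies and local enrichment of H3T3ph cannot be told apart with 1 IP library. The paper uses constructs with the *mini-white* reporter gene in flies, but which gene lies in the interval was not analysed here, as no dm3 annotation was used.

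On Uextra, 1 region from 5224034 to 5224434 had 541 IP reads and 10 input reads, a ratio of 61.1 (interval from 33.0 to 128.2). The paper does not discuss unplaced sequences. Counting error is argued against by the lower limit of 19.0 after Bonferroni adjustment. The highest ratio was 2.89 among the other wide arm regions and 3.61 among all other wide regions, with the 3 regions on X named above left out. A single stack of reads at 1 position stays open. The region was picked from those of at least 400 bp, so its width of 401 bp cannot decide this. Where its reads lie was not analysed here. Reads from another source of DNA in the IP library stay open and were not tested.

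The mitochondrial genome, which the paper does not discuss, had 2 enriched regions. The region from 6001 to 6094 had 157 IP and 6 input reads, a ratio of 29.6 (interval from 13.3 to 81.8). The region from 4567 to 4663 had 117 IP and 29 input reads, a ratio of 4.56 (interval from 3.01 to 7.10). An even excess of mitochondrial DNA in the IP library would not by itself make these ratios differ. They did differ (two-sided Fisher's exact test on the reads, p = 7.46e-06), and no region was listed in the 1337 bp between the 2 regions. The test takes reads as independent, which PCR reads need not be. An even excess is thus argued against only if over-amplified fragments are left aside. Over-amplified fragments stay open, because read positions were not analysed here.

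The unplaced sequences U and Uextra held 1181 enriched regions, 18.5% of the list. Their pooled IP to input ratio was 1.96 over 540.0 kb, against 1.76 over 1637 kb of the heterochromatic scaffolds. The regions of the unplaced sequences were narrower, and the ratio falls with width. In regions wider than 1600 bp the ratio was 1.85 (interval from 1.83 to 1.87), against 1.65 on the heterochromatic scaffolds. It was also higher in regions of more than 800 and up to 1600 bp (1.87 and 1.71) and of more than 400 and up to 800 bp (1.91 and 1.79), so that width is argued against as the whole cause for regions over 400 bp. The 830 regions of up to 400 bp, which are most of those on unplaced sequence, showed no excess beyond the counting intervals. The ratio was 2.73 on unplaced sequence and 2.79 on the scaffolds in regions of more than 50 and up to 200 bp. It was 2.00 and 2.01 in those of more than 200 and up to 400 bp. In regions of at most 50 bp it was higher on unplaced sequence, 14.9 (interval from 11.7 to 19.3) against 13.5 (interval from 11.0 to 16.8), with overlapping intervals. For these narrow regions the ratio is set largely by what the threshold lets pass, so width and level cannot be told apart. Repeats collapsed in the assembly stay open and were not tested.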

How the results depend on the processing

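No paired analysis was possible because there is 1 IP and 1 input library and no result comes from a test between groups of samples. Of 59 values recomputed under alternatives that were set before the data were examined, 13 stayed within the counting interval of the value reported (or within 1.5 times a count or a regional density), and 46 moved. The density ratios of the heterochromatic scaffolds to the arms, of the proximal to the distal arms and of chromosome 4 to the distal arms stayed above 1 under each alternative run.

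In the better part of the list by p-value (3224 regions), the share of regions on the heterochromatic scaffolds was 46.8%. Their density ratio to the arms was 20.8, and the proximal to distal ratio was 29.4. The density ratio of chromosome 4 to the scaffolds was 0.293, and to the distal arms it was 20.7. The X to autosomal ratio, taken in the distal arms only, was 0.897. There were 2 clusters, with 9.54% of the distal regions. The density was 5.85 regions per 100 kb in the region of Fig 4B. In that of Fig 4D it was 1.22, and the median width of all regions was 683.5 bp.

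Among regions at least as wide as the median (3196 regions), the share on the scaffolds was 35.3%. The density ratios in the same order were 9.52, 14.4, 0.638, 12.9 and 0.298. There were 6 clusters, the density in the region of Fig 4B was 8.92 regions per 100 kb, and in that of Fig 4D it was 7.71. The median width rose to 999.5 bp by construction.

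With regions within 500 bp joined (3802 regions), the share on the scaffolds was 29.6%, and the first 4 density ratios were 7.63, 5.45, 0.563 and 5.91. Clusters held 15.6% of the distal regions. A median width was not computed for the joined regions.

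In covered bp in place of number, the density ratios in the same order were 8.42, 16.2, 0.991, 19.0 and 0.256. Distal X and the autosomal distal arms thus had a similar number of regions per Mb (ratio 1.04), but less of distal X was covered. The number of clusters has no value in covered bp.

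Against the distal arms only, the ratio of the heterochromatic scaffolds was 21.2, and with U and Uextra added to the scaffolds it was 3.49. With a proximal part of 1 Mb the proximal to distal ratio was 8.21, and with 4 Mb it was 5.99. With a proximal part of 1 Mb there were 18 clusters with 35.3% of the distal regions, and with 4 Mb there were 7 clusters with 13.1%. The 3 clusters lost with 4 Mb are that on 3L from 22444522 to 22536017, which ends at the border of the 2 Mb part, and those on 2R and 3R that start within 500 kb of it. On 3R alone the proximal to distal ratio was 1.51 with 1 Mb, 1.36 with 2 Mb and 3.09 with 4 Mb.

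With gaps of at most 10 kb clusters held 11.0% of the distal regions, and with gaps of at most 50 kb 27.2%. With at least 5 regions there were 37 clusters with 28.7%, and with at least 20 regions 5 clusters with 13.1%. Between the outermost regions of its clusters, the Fig 4D region had 19.1 regions per 100 kb. The cause of these changes was not tested. The depth limits which regions can be listed, since a region with few reads needs a large ratio.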

Other observations

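All tests in this part were chosen after the results had been seen, and no biological explanation was tested, because the design has 1 condition.

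On chromosome 4, enriched regions covered about as much of the sequence as on the heterochromatic scaffolds (18.3 and 18.5%), but with a lower IP to input ratio. The pooled ratio was 1.35 on chromosome 4 (interval from 1.34 to 1.37) and 1.76 on the scaffolds. The greater width of the chromosome 4 regions is argued against as the whole cause for regions over 800 bp. In regions wider than 1600 bp the ratios were 1.32 and 1.65, and in those of more than 800 and up to 1600 bp they were 1.42 (interval from 1.37 to 1.47) and 1.71. In regions of more than 400 and up to 800 bp the ratios of 1.68 and 1.79 had overlapping intervals over 14 regions of chromosome 4, and narrower regions showed no lower ratio, so that for regions of up to 800 bp width and level cannot be told apart at these numbers. A higher read depth, which would let regions with a lower ratio pass, is argued against by an input RPKM of 9.79 in the regions of chromosome 4 wider than 1600 bp and 10.8 in those of the scaffolds. A lower level of H3T3ph on chromosome 4 may explain the difference in the wide regions, as a hypothesis that 1 IP library does not settle. Differences in sequence composition were not tested.

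The regions of distal X were narrow. X had 6.86 regions of at most 50 bp per Mb, against 2.43 on the autosomal distal arms, a ratio of 2.82 (interval from 2.26 to 3.50). Each autosomal arm had fewer per Mb than X, from 1.68 on 2R to 3.43 on 2L. For regions of at least 400 bp the order was the opposite, with 2.15 per Mb on X and 7.09 per Mb on the autosomal distal arms, a ratio of 0.304 (interval from 0.219 to 0.413). If wider regions had been broken into several narrow ones on X, most of the excess, which is 64.5% of the narrow regions there, should have a neighbor close by. Of the 140 narrow regions on X, 27 had a neighbor within 500 bp, or 19.3%, with an upper Wilson limit of 26.6%. On the autosomal arms it was 21.4% of 215 regions. Breaking up is thus argued against for most of them. A lower depth on X that leaves a single narrow piece of a wider region could also be at work. A single piece has no neighbor, so the test above cannot decide this, and the read depth outside the regions was not analysed here. Inside the regions the input RPKM was 7.52 on distal X and 9.60 on the autosomal distal arms. The order changed with width, with 9.33 and 10.7 in regions wider than 1600 bp and 9.50 and 9.08 in those of more than 800 and up to 1600 bp. The narrow regions had no input read in 76 of 140 cases on X and in 113 of 215 on the autosomal distal arms.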
